# Role of epigenetics in unicellular to multicellular transition in *Dictyostelium*

**DOI:** 10.1186/s13059-021-02360-9

**Published:** 2021-05-04

**Authors:** Simon Yuan Wang, Elizabeth Ann Pollina, I-Hao Wang, Lindsay Kristina Pino, Henry L. Bushnell, Ken Takashima, Colette Fritsche, George Sabin, Benjamin Aaron Garcia, Paul Lieberman Greer, Eric Lieberman Greer

**Keywords:** Epigenetics, Multicellularity, *Dictyostelium discoideum*, Methylation, Acetylation, hdaD, smcl1, HDAC, srfA

## Abstract

**Background:**

The evolution of multicellularity is a critical event that remains incompletely understood. We use the social amoeba, *Dictyostelium discoideum*, one of the rare organisms that readily transits back and forth between both unicellular and multicellular stages, to examine the role of epigenetics in regulating multicellularity.

**Results:**

While transitioning to multicellular states, patterns of H3K4 methylation and H3K27 acetylation significantly change. By combining transcriptomics, epigenomics, chromatin accessibility, and orthologous gene analyses with other unicellular and multicellular organisms, we identify 52 conserved genes, which are specifically accessible and expressed during multicellular states. We validated that four of these genes, including the H3K27 deacetylase *hdaD*, are necessary and that an SMC-like gene, *smcl1*, is sufficient for multicellularity in *Dictyostelium*.

**Conclusions:**

These results highlight the importance of epigenetics in reorganizing chromatin architecture to facilitate multicellularity in *Dictyostelium discoideum* and raise exciting possibilities about the role of epigenetics in the evolution of multicellularity more broadly.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02360-9.

## Background

A critical evolutionary event, the transition from unicellularity to multicellularity, requires the acquisition of cell-cell adhesion and cooperation, and frees the organism for growth and specialization [1]. However, the molecular adaptations that facilitated this transition remain incompletely understood. Multicellularity is believed to have evolved due to both aggregation of non-clonal single cells cooperating to form a multicellular organism [2] and to clonal development where the individual cells never dissociate [3, 4]. However, how this evolution from primitive amoeba or fungal unicellular organisms occurred ~ 900 million years ago is still incompletely understood [5]. Earlier studies proposed that the acquisition of new genes or new transcription factor networks drove the evolution of multicellularity [6]. However, the emergence of multicellularity does not appear to be explained exclusively by the appearance of new genes as unicellular ancestors contain complex gene repertoires required for multicellular functions [7, 8]. Likewise, the acquisition of new transcription factor networks does not always correlate with multicellularity [9]. These observations suggest a potential role for chromatin regulation in the transition to multicellularity. Indeed, recent work in the unicellular *Capsaspora owczarzaki* suggested that cellular state changes in this organism were due to non-genetic factors rather than the conserved transcription factor networks present in this unicellular eukaryote [10]. Although many of the individual components for modern epigenetic regulatory systems are present in more ancient ancestors, their integration into a coherent system of gene regulation did not occur until eukaryotes. Moreover, epigenetic diversity expanded rapidly upon the transition to multicellularity [11–14]. However, whether the increased complexity of epigenetic regulation may have helped to drive the transition to multicellularity is unknown.

We sought to examine multicellularity using *Dictyostelium discoideum* because it is one of the rare organisms that readily transforms back and forth through both unicellular and multicellular states. When bacterial food is plentiful, *Dictyostelium* are single-celled amoebae. However, when the food supply is exhausted, *Dictyostelium* produce a chemoattractant, which signals to neighboring cells to aggregate into a multicellular organism of ~ 215,000 cells [15, 16]. Within 6–8 h, unicellular *Dictyostelium* aggregate into a multicellular mound that develops to a migrating facultative slug state [17]. After locating an appropriate environment, the slug will subsequently develop into a mature fruiting body, complete with both a stalk and spores that disseminate to distant locations (Fig. 1a). Once food becomes available, spores quickly germinate into single-celled amoebae [18]. The rapidity with which this organism undergoes such dramatic and plastic physiological changes, while maintaining the same DNA code, makes it an ideal model organism for studying the role of epigenetics in multicellularity. Epigenetic changes have been extensively cataloged as totipotent zygotes unidirectionally develop into multicellular organisms [19, 20]. *Dictyostelium* represents an inherently epigenetic model organism, as *Dictyostelium* transitions from unicellular to multicellular states and back again and therefore do not represent a developmental progression but rather an adaptive cellularity transition. Additionally, *Dictyostelium* has a relatively small genome (34 megabases [21]), is easy to culture in a lab and to manipulate genetically [22–24], and can be induced to develop using simple environmental manipulations [18]. Importantly, *Dictyostelium* contain the conserved epigenetic regulating systems of other eukaryotes [25], including histone modifications and modifying enzymes that regulate gene expression [26–28].

**Fig. 1:**
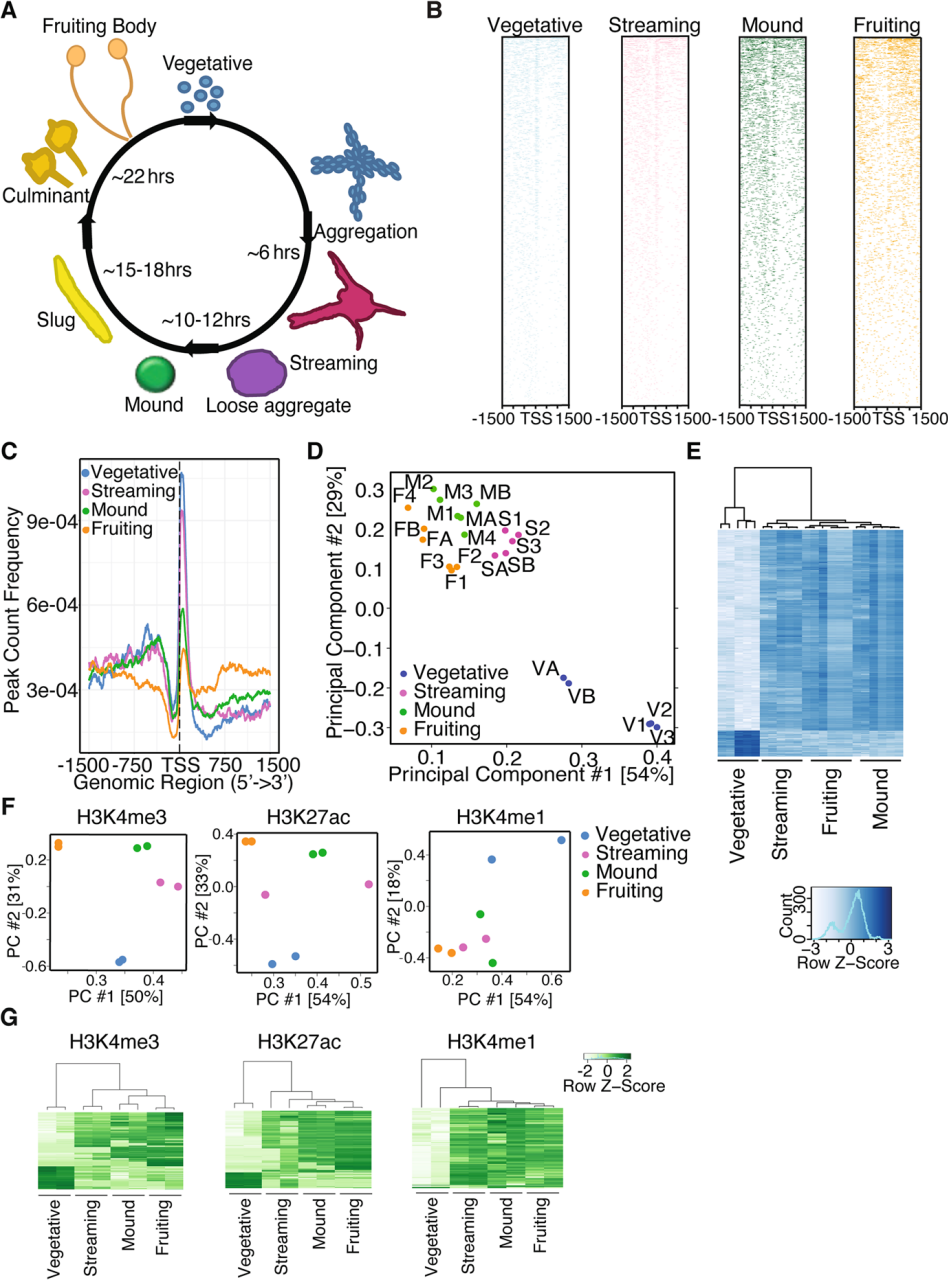
Chromatin modifications and accessibility on *D. discoideum* display stage-specific patterns for H3K4me3, H3K27ac, H3K4me1, and chromatin architecture. **a** Cartoon diagram representing the different stages and approximate time required to achieve each stage. Colors used in this diagram are used throughout the figures to represent specific stages. **b** Heatmaps of ATAC-seq merged peaks from 5 replicates of each of the stages of *Dictyostelium* (V1, V2, V3, VA, and VB; S1, S2, S3, SA, and SB; M1, M2, M3, MA, and MB; F1, F2, F3, FA, and FB) 1500 basepairs upstream or downstream of the TSS. **c** Metagene analysis of ATAC-seq experiments performed at different stages shows that the unicellular stage of *D. discoideum* (vegetative: shown in blue line) displays greater chromatin accessibility 250 basepairs downstream of the TSS than multicellular stages (streaming: shown in purple line, mound: shown in green line, fruiting body: shown in orange line). **d** PCA analysis shows the open regions in vegetative *D. discoideum* are separate from those in the streaming, mound, and fruiting stages. A and B mark replicates from frozen samples while 1, 2, 3, and 4 mark replicates from fresh samples. **e** A heatmap of the ATACseq data at different life cycle stages shows distinct accessible regions in the multicellular stages relative to the unicellular stage. **f** PCA of ChIPseq analyses of H3K4me3, H3K27ac, and H3K4me1 reveals that H3K4me3, H3K27ac, and H3K4me1 are sufficient to distinguish unicellular from multicellular *D. discoideum*. **g** Heatmaps show distinct chromatin modification patterns for the localization of H3K4me3, H3K27ac, and H3K4me1 in unicellular (vegetative: VA and VB) and multicellular (streaming: SA and SB, mound: MA and MB, and fruiting body: FA and FB) stages. H3K36me3 did not display distinct patterning (Additional file 1: Figure S6D) and H3K27me3, H3K9me3, and H3 were unable to produce heat maps due to either poor antibody specificity or similar localization occurrences

Here we provide the first comprehensive map of epigenetic states (RNA expression, histone modifications, and chromatin accessibility) across four life cycle stages of *Dictyostelium*. By comparing 2473 orthologues gene expression patterns and chromatin accessibility between unicellular and multicellular *Dictyostelium* with that of fission yeast *S. pombe* and *C. elegans*, we identify candidate genes that could play important roles in the transition to multicellularity. We take advantage of the epigenetic plasticity of *Dictyostelium* to examine how epigenetic modifications can regulate transitions from unicellular to multicellular states. Furthermore, knockout of four multicellular genes caused delays in multicellularity while overexpression of one of these multicellular genes increased multicellularity. Our findings identify critical, novel regulators of multicellularity, and reveal that epigenomic changes correlate with the transition from unicellularity to multicellularity in *Dictyostelium*.

## Results

### *Dictyostelium* display unicellular and multicellular specific chromatin patterns

To begin to determine whether chromatin modifications might contribute to *D. discoideum* life cycle changes, overall histone methylation and acetylation levels were assessed by western blots at different cellularity stages. These analyses revealed that histone H3 lysine 4 trimethylation (H3K4me3) levels decreased and H3K4me1 increased significantly upon the transition to multicellularity suggesting that chromatin modification might help regulate the transition to multicellularity in *Dictyostelium* (Additional file 1: Figure S1A). To examine, in a more unbiased manner, how histone modifications change during different cellularity stages we performed comparative quantitative mass spectrometry at 4 different stages. This analysis confirmed an increase in H3K4me1 upon the transition to multicellularity, as well as identified increases in H2Ax9me2 which was often accompanied by an increase in H2AxS1 acetylation (H2AxS1ac), H2AxK17ac, and H2AxK18me1 (Additional file 1: Figure S1B). This transition to multicellularity was also correlated with an increase in H3K14ac, H4K9ac, and H4K13acK17me1K21ac triply modified histone tails (Additional file 1: Figure S1B). Some of these changes in histone modifications were previously found in *Dictyostelium* [27] while others were identified for the first time here (Additional file 1: Figure S1C and S1D). These methods of quantifying histone modification changes are by no means comprehensive, but do reveal that many different chromatin modifications change in overall abundance upon the transition from unicellular to multicellular *Dictyostelium discoideum* raising the possibility that these changes in chromatin modifications could help to drive multicellularity in *Dictyostelium.* To more precisely ascertain where within the genome specific changes in chromatin state occur during this transition, we performed Assay for Transposase-Accessible Chromatin using sequencing (ATACseq) [29], which broadly identifies which regions of the chromatin are open and accessible for transcription and which regions are closed and quiescent at four stages of *D. discoideum* life cycle: the vegetative, streaming, mound, and fruiting stages. 

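The data used here are peak lists from 13 ATACseq libraries of fresh cells, 3 from the vegetative, 3 from the streaming, 4 from the mound and 3 from the fruiting body stage, and frozen samples were not used here. The paper gives AX2 as the main strain of these experiments, and the sample labels give AX4. In this assay a transposase cuts accessible DNA and the fragments are sequenced, so that reads accumulate where chromatin is open. By the paper's methods, the authors trimmed the reads, aligned them with bowtie2 without the mitochondrial genome, removed duplicates with picard and called peaks in each sample with MACS2; the settings of the peak calling are not given in the methods for ATACseq, and the code the authors published was not used here. Each list gives the start, end and summit of every peak, a score, a fold enrichment over MACS2's local background and the −log10 of p and q. These values are the authors', and they were used here only to describe, rank or filter peaks within a list. The lists hold no read counts, so accessibility stands here for the presence of a peak or for bases covered by peaks. The lists held 4081 ± 205 peaks (SD, n = 3) in vegetative, 3941 ± 299 (SD, n = 3) in streaming, 8212 ± 1192 (SD, n = 4) in mound and 8961 ± 442 (SD, n = 3) in fruiting samples. The paper's Table S8 reports between 7890982 and 8932878 usable reads per vegetative sample (median 8389447), between 7264167 and 8386731 per streaming sample (median 7732013), between 11760572 and 20176897 per mound sample and between 24331195 and 26510951 per fruiting sample. Depth therefore rises with stage order from streaming onwards, and the number of peaks a sample can yield depends on it. Only the vegetative and streaming stages have similar depths. The comparisons of stages planned beforehand were for this reason also made with the 3000 peaks of highest −log10 p in every sample, and those of vegetative with multicellular samples also with streaming samples alone. Peaks on chromosomes 1 to 6 were compared with the genes of the dicty_2.7 annotation, whose coordinates equal those of all 2302 genes read from Table S1. That annotation holds no strand and no exons. A strand was taken from the paper's tables of differential ATAC regions (Table S1) and ChIP peaks (Table S3) for 3668 of the 13765 genes, and all 399 genes with a strand from both tables had the same one. Values around the TSS therefore refer to genes chosen by their place in those tables, and the TSS is the annotated gene start. Unless said otherwise, a vegetative difference is the vegetative mean minus the mean of the 10 streaming, mound and fruiting samples, with a two-sided exact permutation test over all splits of the 13 samples into 3 and 10. No p of this test can be smaller than 0.0035. A slope is the change per stage in the order vegetative, streaming, mound, fruiting, with a two-sided exact permutation test over all 1201200 assignments of the values to stages. Adjusted p refers to the Benjamini-Hochberg adjustment over the 21 tests planned before the data were examined.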

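Reproducibility was measured as the Jaccard index of each pair of samples, the bases covered by peaks of both samples divided by the bases covered in either. Over the 15 pairs of samples from the same stage the index was 0.684 ± 0.0904 (SD over pairs), and over the 63 pairs from different stages it averaged 0.364. Within stages it was 0.743 ± 0.0122 for vegetative (SD, n = 3 pairs), 0.702 ± 0.0235 for streaming (SD, n = 3 pairs), 0.607 ± 0.0973 for mound (SD, n = 6 pairs) and 0.761 ± 0.0158 for fruiting samples (SD, n = 3 pairs). A mean at least as high within stages was found in 12 of the 1201200 ways to assign the 13 samples to stages of these sizes (one-sided exact permutation test, p = 9.99e-06, adjusted p = 0.00021). Of these, 6 have a higher mean, 0.722, and put mound 4 with the fruiting samples and mound 1 to 3 in a group of their own. Mound 4 shared 0.531 of covered bases with mound 1 to 3 and 0.721 with the fruiting samples on average, and mound 1 to 3 had an index of 0.683 among themselves. The alternative that moved the mean within stages most was the Jaccard index of merged regions in place of bases, at 0.747. No pair of samples shared more than 26 identical intervals, so no library was present in the lists under a pair of names.

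**Figure D1:**
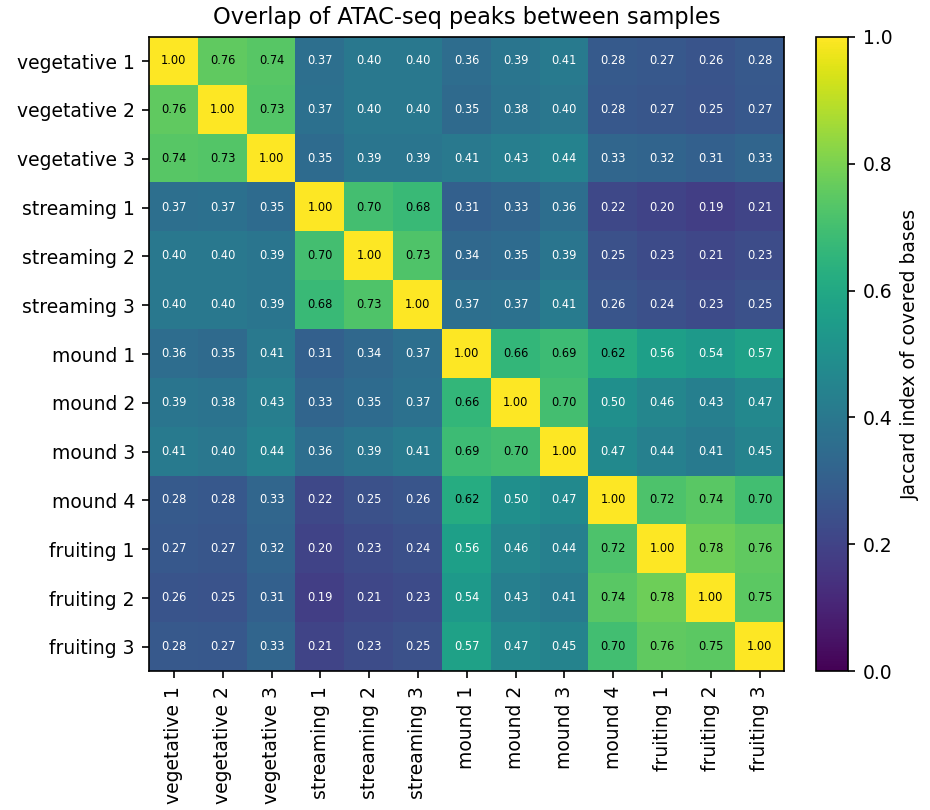
Jaccard index of covered bases for every pair of the 13 ATACseq samples, with samples of both axes in the order vegetative, streaming, mound, fruiting and lighter colour for a higher index. Pairs within a stage averaged 0.684 and pairs of different stages 0.364, and mound 4 overlapped the fruiting samples at 0.721.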

We performed ATACseq on both frozen and fresh samples with highly reproducible results (Additional file 1: Figure S2). Similar to most eukaryotes [30], the chromatin is compacted directly preceding the transcriptional start sites (TSS) (Fig. 1b). 

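For each sample, the share of bases covered by peaks from 100 to 1 bp before the TSS was divided by that from 1000 to 500 bp before it, over the 3668 genes with a strand. In the 12 fresh samples that the legend of Fig. 1b names, the log2 ratio averaged −0.62 and was below 0 in every sample (two-sided exact sign permutation, p = 0.000488, the smallest that 12 samples allow). With mound 4 it averaged −0.66 over all 13 samples (two-sided exact sign permutation, p = 0.000244, the smallest that 13 samples allow, adjusted p = 0.00256). By stage the ratio was −0.30 ± 0.07 in vegetative (SD, n = 3) and −0.45 ± 0.02 in streaming (SD, n = 3). It was −0.84 ± 0.18 in mound (SD, n = 4) and −0.99 ± 0.07 in fruiting samples (SD, n = 3). The vegetative difference was 0.47 (exact permutation test, p = 0.0105) and the slope −0.25 per stage (exact permutation test, p = 2.16e-05). Repeated with 3000 peaks per sample, a check chosen after the data were seen, they were 0.36 (exact permutation test, p = 0.0035, the smallest possible) and −0.16 per stage (exact permutation test, p = 0.00103). With peak summits in place of covered bases, chosen after the data were seen, the vegetative difference was 0.21, within the spread (exact permutation test, p = 0.192), and the slope −0.12 per stage (exact permutation test, p = 0.0439). The position with the fewest covered bases in the mean profile lay at −270 bp from the TSS in vegetative, −177 bp in streaming, −92 bp in mound and −266 bp in fruiting samples. The source of the strand moved the mean most, to −1.67 with strands from Table S3 only and to −0.35 with strands from Table S1 only, alternatives chosen after the data were seen.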

By performing a metagene analysis of the ATACseq data, we found that there was a reduction in the number of genes with accessible promoters immediately after the TSS and an increase in the number of genes with accessible gene bodies as *Dictyostelium* transition from the unicellular to multicellular forms (Fig. 1c and Additional file 1: Figure S3A). 

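The metagene values are percentages of all bases covered by peaks within 1500 bp of the TSS, per sample, so that samples with many and few peaks have the same total. Their windows are not cut at the gene end, so that from 500 to 1500 bp runs past the end of shorter genes. The window from 1 to 250 bp after the TSS held 8.28 ± 0.27% (SD, n = 3) in vegetative, 9.44 ± 0.22% (SD, n = 3) in streaming, 6.02 ± 0.79% (SD, n = 4) in mound and 4.38 ± 0.08% (SD, n = 3) in fruiting samples. The slope was −1.52 percentage points per stage (exact permutation test, p = 0.000601, adjusted p = 0.00387). The vegetative difference was 1.73 percentage points (exact permutation test, p = 0.185). Between vegetative and streaming samples, whose depths are closest, it was −1.15, with all streaming values above all vegetative values (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The alternative that moved this window most counted peak summits in place of covered bases, and was chosen after the values were seen. It gave 14.8 ± 0.73% of summits (SD, n = 3) in vegetative and 14.1 ± 0.08% (SD, n = 3) in streaming samples, which overlap, and a vegetative difference of 5.59 percentage points (exact permutation test, p = 0.028).
The window from 500 to 1500 bp after the TSS held 41.7 ± 1.65% (SD, n = 3) in vegetative, 33.3 ± 1.57% (SD, n = 3) in streaming, 40.1 ± 7.34% (SD, n = 4) in mound and 54.4 ± 0.77% (SD, n = 3) in fruiting samples. The vegetative difference of −0.653 percentage points did not exceed the spread between samples (exact permutation test, p = 0.92). It changed direction with 3000 peaks per sample, to 0.407, and without mound 4, to 0.232, and also without any single fruiting sample. The slope was 4.35 percentage points per stage (exact permutation test, p = 0.043, adjusted p = 0.0902). With 3000 peaks per sample it was 4.65 (exact permutation test, p = 0.109), and its p was above 0.05 in 7 of the 13 analyses that each left out a sample.
Counted by gene, 368 ± 7.5 of the 3668 genes had a peak from 1 to 250 bp after the TSS in vegetative samples (SD, n = 3) and 425 ± 34 in streaming (SD, n = 3). The number was 630 ± 30.2 in mound (SD, n = 4) and 549 ± 58.7 in fruiting samples (SD, n = 3). The vegetative difference was −177 genes (exact permutation test, p = 0.00699, adjusted p = 0.0184) and the slope 77.9 genes per stage (exact permutation test, p = 0.00351, adjusted p = 0.0123). With an equal 3000 peaks per sample the difference was 9.1 genes (exact permutation test, p = 0.822) and the slope −30.7 genes per stage (exact permutation test, p = 0.0292), both of opposite sign. A peak in the gene body, from the end of that window to the gene end, was found in 1002 ± 72.5 genes in vegetative (SD, n = 3) and 777 ± 68.5 in streaming (SD, n = 3). The number was 1701 ± 345 in mound (SD, n = 4) and 2057 ± 107 in fruiting samples (SD, n = 3). The vegetative difference of −528 genes was within the spread (exact permutation test, p = 0.154) and became 91.6 with 3000 peaks per sample. The slope of 412 genes per stage (exact permutation test, p = 0.000738, adjusted p = 0.00387) was 31.6 with 3000 peaks per sample (exact permutation test, p = 0.417).

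**Figure D2:**
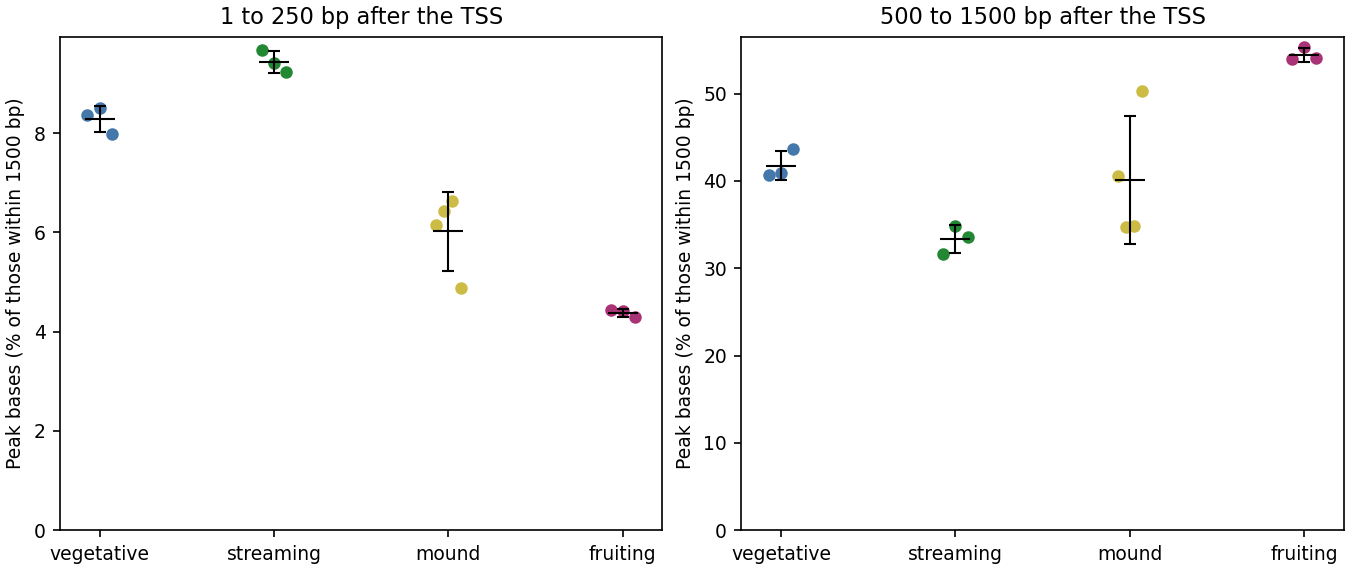
Percent of peak-covered bases within 1500 bp of the TSS that lie 1 to 250 bp after it and 500 to 1500 bp after it, by stage, with a point per sample and the mean and SD of each stage. From 1 to 250 bp after the TSS the streaming samples sit highest, at 9.44%, and from 500 to 1500 bp the fruiting samples, at 54.4%.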

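The paper's PCA used values at peaks that the lists do not hold, so PCA and clustering were run here on the presence or absence of a peak in 12297 regions, obtained by merging the peaks of all 13 samples on chromosomes 1 to 6. Of these regions 1444 had a peak in every sample. The first component held 45.0% of the variance and separated vegetative samples, with a mean score of 26.6 ± 2.58 (SD, n = 3), and streaming samples, with 31.5 ± 1.05 (SD, n = 3), from mound samples, with −13.9 ± 17.4 (SD, n = 4), and fruiting samples, with −39.5 ± 3.40 (SD, n = 3). The second component, with 16.6% of the variance, held the vegetative samples at 18.3 ± 0.453 (SD, n = 3), with 17.1 as the highest score of a multicellular sample. On the third, with 12.8% of the variance, the vegetative samples were at 19.3 ± 1.14 (SD, n = 3) and no multicellular sample was above 14.5. With 3000 peaks per sample, the second component, with 22.9% of the variance, put the vegetative samples at 26.2 ± 0.483 (SD, n = 3) while the highest score of a multicellular sample was 3.58. Average-linkage clustering of the Jaccard index of covered bases joined vegetative with streaming and mound with fruiting samples when 2 groups were formed, and set the vegetative samples apart, the streaming samples apart and the mound and fruiting samples together when 3 were formed. Clustering of 3000 peaks per sample set mound 4 and the fruiting samples against all others when 2 groups were formed. When 3 were formed it set the vegetative samples apart, streaming with mound 1 to 3, and mound 4 with the fruiting samples. Pairs of a vegetative and a multicellular sample had a mean Jaccard index of 0.349, and pairs of multicellular samples from different stages 0.376. The first mean minus the second was −0.0272 (exact permutation test, p = 0.885). This p cannot judge separation. Groupings that divide a stage put pairs of replicates into the first mean and never into the second, which raises their difference. With 3000 peaks per sample the difference was 0.0162, and without mound 4 it was 0.00200. It moved most, to −0.338, with vegetative and streaming samples alone, where pairs within these stages take the place of the second mean. Vegetative samples overlapped streaming samples at 0.385 ± 0.0188 (SD, n = 9 pairs), mound samples at 0.371 ± 0.0534 (SD, n = 12 pairs) and fruiting samples at 0.285 ± 0.0266 (SD, n = 9 pairs), all below every overlap within the vegetative stage.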

A principal component analysis (PCA) and clustering analyses of the ATACseq datasets clearly separated the vegetative unicellular stage from the multicellular stages, indicating that the accessible chromatin might reveal genomic patterns unique to unicellular and multicellular states of *D. discoideum* (Fig. 1d, e, and Additional file 2: Table S1). This was accompanied by a progressive increase of accessibility at more gene promoters and a progressive increase of compaction at more gene exons as *Dictyostelium* proceed from vegetative toward fruiting body stage (Additional file 1: Figure S3B). 

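Peaks were assigned to a promoter, the 1500 bp before the TSS, or else to a gene, by their overlap and in that order. The annotation used here has no exons, so the share in genes stands for exons and introns together. Only peaks whose neighbouring genes within 1500 bp all have a strand could be assigned, between 741 and 2072 per sample. The promoter share was 35.8 ± 1.37% in vegetative (SD, n = 3) and 49.0 ± 1.67% in streaming (SD, n = 3). It was 38.5 ± 5.07% in mound (SD, n = 4) and 27.7 ± 0.457% in fruiting samples (SD, n = 3). From streaming to fruiting samples it fell at each stage, and the slope over all stages was −3.39 percentage points (exact permutation test, p = 0.102). The vegetative difference was −2.61 percentage points (exact permutation test, p = 0.65). A promoter that reaches 1500 bp to both sides of the TSS gave a vegetative difference of −7.20 percentage points (exact permutation test, p = 0.014) and a slope of 0.320 (exact permutation test, p = 0.805), which has the opposite sign. The share in genes was 62.2 ± 1.51% in vegetative (SD, n = 3) and 48.2 ± 1.92% in streaming (SD, n = 3). It was 60.0 ± 5.38% in mound (SD, n = 4) and 71.6 ± 0.38% in fruiting samples (SD, n = 3). Its slope was 3.90 percentage points per stage (exact permutation test, p = 0.084) and its vegetative difference 2.31 (exact permutation test, p = 0.706). With the wider promoter the vegetative difference of the share in genes was 7.05 (exact permutation test, p = 0.028). Without vegetative 3 the slopes of both shares had a p under 0.05 (exact permutation tests, p = 0.0483 and p = 0.0397). Both shares moved most against streaming samples alone, to vegetative differences of −13.2 and 14.1 percentage points, larger than the spread of either stage (exact permutation test, p = 0.1 for both, the smallest that 3 samples against 3 allow). Over all peaks on chromosomes 1 to 6, with no strand needed, the summit lay inside a gene in 84.0 ± 1.92% of vegetative (SD, n = 3), 70.7 ± 2.02% of streaming (SD, n = 3), 74.7 ± 6.89% of mound (SD, n = 4) and 87.4 ± 1.25% of fruiting peaks (SD, n = 3), while genes cover 69.6% of these chromosomes. With 3000 peaks per sample, chosen after the data were seen, vegetative samples were at 81.0% and fruiting samples at 86.8%. Streaming samples, at 65.8%, and mound samples, at 58.4%, were then below the share that genes cover.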

A motif analysis of accessible regions revealed a motif, CCATATATGG, that was enriched in all multicellular stages but was absent in the unicellular stage (Additional file 1: Figure S4). This motif provides a binding site for MADS-box transcription factors [31], which, interestingly*,* have been implicated in the evolution of multicellularity [32]. Deletion of two *Dictyostelium* MADS-box transcription factors, *mef2A* and *srfA*, has been shown to slow progression to multicellular states [33–35]. These results raise the possibility that to transition to multicellularity, *Dictyostelium* reorganizes its chromatin structure to make binding sites for multicellular specific transcription factors *mef2A* and *srfA* accessible for binding*,* likely to facilitate the transcription of their target genes*.* Alternatively, these transcription factors could act as pioneering transcription factors, opening up the chromatin to facilitate their binding and transcriptional activity. Together these data reveal unicellular and multicellular *D. discoideum* have different patterns of chromatin accessibility regions throughout the genome, which could expose different transcription factor binding sites at specific stages.

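The paper's test of differential regions needs read counts, so a region is called here only when it had a peak in every sample of a group and in none of the other. Of the 12297 merged regions, 98 had a peak in all 3 vegetative samples and in no multicellular sample, and 379 had one in all 10 multicellular samples and in no vegetative sample. Over all splits of the samples into 3 and 10 the median number of such regions was 0, and 2 splits reached 477 (exact permutation test, p = 0.00699, adjusted p = 0.0184). The other of these splits sets the streaming samples against all others and gave 576 regions, 70 with peaks in streaming samples only and 506 with peaks in all samples but those. Most splits divide the replicates of a stage and can hardly meet this criterion, as the median of 0 shows. The small p therefore reflects how alike replicates are and is not particular to the vegetative stage. Mound samples were separated from all others by 171 regions. For fruiting samples there were 206 regions with peaks in those samples only and 80 with peaks in all samples but those. The vegetative and streaming samples together were separated from the mound and fruiting samples by 788 regions, of which 764 had a peak in every mound and fruiting sample. The alternative that moved the count most, apart from vegetative against streaming samples alone, called a region present when at least 50% of it was covered and gave 324 regions. With 3000 peaks per sample there were 249 vegetative and 87 multicellular regions, so the larger group changed while the sum, 336, had an exact permutation p of 0.0035, the smallest possible. Between vegetative and streaming samples alone 1698 regions separated the stages.
Of the vegetative regions, the highest mean percentile of fold enrichment within the lists, 97.5, was found on chromosome 3 of dicty_2.7 from 2739514 to 2740509, across rnu1b (DDB_G0295549) and ndkM (DDB_G0279911). The next, on chromosome 2 from 699320 to 701258, had a percentile of 95.0 and lies 40 bp from DDB_G0271592. The third, on chromosome 4 from 4776934 to 4777310, had a percentile of 93.6 and lies 893 bp from grlM (DDB_G0286643). Of the multicellular regions, the highest mean percentile, 98.5, was found on chromosome 4 from 4548860 to 4550262, in or across DDB_G0286493. The region on chromosome 2 from 4267123 to 4267819 meets DDB_G0274683 and DDB_G0274869 and had a percentile of 97.8, and that from 5464427 to 5465480 on the same chromosome lies 318 bp from DDB_G0275423, with a percentile of 97.8.
From the separation of vegetative from multicellular samples by PCA and clustering, and from the motif it found in multicellular stages, the paper concludes that unicellular and multicellular D. discoideum differ in their patterns of accessible regions, and it proposes that these could expose different transcription factor binding sites at particular stages.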

To characterize chromatin modifications, which might explain these alterations in chromatin accessibility, ChIP-seq was performed in duplicate at the four stages analyzed by ATACseq using antibodies that recognize Histone H3, Histone H3 lysine 4 monomethylation (H3K4me1), H3K4 trimethylation (H3K4me3), H3K9me3, H3K27me3, H3K36me3, or H3K27 acetylation (H3K27ac) (Fig. 1f, g and Additional file 1: Figures S5 and S6). A high correlation in ChIPseq peaks was observed across biological replicates indicating good specificity and reproducibility (Additional file 1: Figure S5). A principal component analysis (PCA) of observed ChIPseq patterns revealed that certain chromatin modifications accurately distinguished between the life cycle stages of *Dictyostelium*. For instance, H3K4me3 and H3K27ac marks clearly separated the unicellular and multicellular stages from each other (Fig. 1f, g). H3K4me1 modifications were able to separate the unicellular stage from the multicellular stages but were not as powerful at distinguishing the different multicellular stages (Fig. 1f, g). H3K36me3 had some capacity to distinguish stages at the 2nd principal component, but H3K27me3, H3K9me3, and Histone H3 did not discern distinct stages even by the 3^rd^ principal component (Additional file 1: Figure S6B, Additional file 3: Tables S2, and Additional file 4: Table S3), suggesting that these marks may not change consistently with life cycle stage and that histone occupancy is not sufficient to distinguish different stages. The chromatin modifications that were capable of distinguishing unicellular from multicellular stages were similar to those marks that we observed to have different overall levels across the life cycle of *Dictyostelium* (Additional file 1: Figure S1). Additionally, chromatin marks with the capacity to distinguish stages correlate with gene activation, while marks that correlate with gene repression are unable to distinguish *Dictyostelium* stages. This observation suggests that activating chromatin marks may be more important for determining cellular states than repressive marks. Together, these data demonstrate that chromatin modifications change as *D. discoideum* transitions through different life cycle stages and that the most dramatic chromatin modification changes occur in H3K4 methylation and H3K27 acetylation upon the transition from unicellular to multicellular states raising the possibility that regulation of these specific chromatin marks could play a critical role in the transition to multicellularity in *Dictyostelium*.

### Histone deacetylation and methylation inhibitors delay multicellularity

To begin to test whether changes in H3K4 methylation and H3K27 acetylation affect the transition to multicellularity, we treated vegetative *D. discoideum* with chemical inhibitors of histone deacetylation and methylation enzymes and then induced multicellularity by starvation. The histone deacetylation inhibitor Trichostatin A (TSA), the histone methylation enzyme inhibitors sinefungin and BIX 01294 all caused a concentration-dependent delay in the initiation of multicellularity, defined by the amount of time required to achieve the mound stage, as well as a delay in the completion of multicellularity transition, defined by the time required to produce fruiting bodies (Additional file 1: Figure S7). We confirmed that TSA caused an increase in H3K27ac while sinefungin caused a decrease in H3K4me3 and H3K9me3. BIX01294, although reported to be an H3K9me3 inhibitor, led to a decrease in H3K4me3 and H3K27ac without any measurable effects on H3K9me3 in 293 T cells (Additional file 1: Figure S7A). These inhibitors delayed the initiation of multicellularity from ~ 12 h in control conditions to ~ 17 h in 5 μM sinefungin (*p*=0.001), ~ 15 h in 10 μM BIX 01294 (*p*=0.047), and ~ 17 h in 1 μM TSA (*p*=0.0024) (Additional file 1: Figure S7B and S7C). Histone modification chemical inhibition similarly delayed the completion of multicellularity transition (Additional file 1: Figure S7B and S7C). While *D. discoideum* took ~ 22 h to reach the fruiting body stage under basal conditions, 10 μM BIX 01294, 5 μM sinefungin, and 1 μM TSA significantly increased this time to 27, 37, and 29 h, respectively (Additional file 1: Figure S7B and S7C, BIX 01294 *p*=0.0126; sinefungin *p* < 0.0001; TSA *p*=0.0009). Treatment with sinefungin also caused a reduction in the number of cells making up the multicellular *D. discoideum* (Additional file 1: Figure S7D). The diameter of the fruiting body, which correlates with the number of cells composing the multicellular form [15, 16], was ~ 9 μm without treatment and ~ 6 um after 5 μM sinefungin treatment (*p* < 0.05). To determine whether these inhibitors specifically delayed multicellularity or were more generally toxic, the effects of the lowest concentrations of TSA, sinefungin, and BIX 01294 that delayed multicellularity were measured for effects on chemotaxis and cell viability. Although 1 μM TSA and 5 μM sinefungin significantly reduced chemotaxis towards folate (Additional file 1: Figure. S8A and S8B, *p* < 0.0001 and *p*=007, respectively), 10 μM BIX 01294 had no significant effect on chemotaxis (Additional file 1: Figure S8A and S8B, *p*=0.9978). Additionally, 10 μM BIX 01294 and 5 μM sinefungin had no effect on cell viability as assessed by trypan blue staining (Additional file 1: Figure S8C), propidium iodide (PI) staining (Additional file 1: Figure S8D), or annexin V staining (Additional file 1: Figure S8E) while 1 μM TSA caused a modest decrease in cell viability when assessed by annexin V staining (Additional file 1: Figure S8E). Thus, chemicals which regulate histone methylation inhibit multicellularity without having dramatic effects on other properties of *D. discoideum*. Interestingly, while both sinefungin and BIX 01294 affected other histone methylation marks, they both caused a decrease in H3K4me3. Confirming the importance of H3K4 methylation in multicellularity, previous work has demonstrated that deletion of the H3K4me3 methyltransferase *set1*, causes unusually rapid multicellularity [27]. Taken together, these results suggest that changes to the amounts or locations of chromatin modifications might regulate multicellularity.

### Stage-specific gene expression patterns highlight important transcription factors and chromatin modifiers

To begin to investigate whether the chromatin changes we observed correlate with gene expression changes, we performed RNA-seq analysis on vegetative, streaming, mound, and fruiting stages of *D. discoideum*. Biological replicates were reproducible (Additional file 1: Figure S9A), individual stages were readily distinguished from each other by correlation analysis in a heatmap and Bland-Altman plots (Additional file 1: Figure S9B-F), and our results correlated well with previously generated RNAseq data (Additional file 1: Figure S9G-J) [36]. As expected, the expression of some genes remained constant, some declined, and others increased at each transition (Fig. 2a and Additional file 5: Table S4). A principal component analysis (PCA) readily distinguished individual stages. The similar mound and streaming stages clustered close to each other, while the unicellular vegetative and the final fruiting body stage clustered far from each other (Fig. 2b). Importantly, this approach recapitulates previously reported stage-specific patterns of gene expression [36], (Fig. 2c). We confirmed by qRT-PCR the stage-specific gene expression patterns of 5 multicellular and 1 unicellular enriched genes (Fig. 2d). Together, these data suggest that the RNAseq analysis is reliable. Gene ontology (GO) analysis revealed stage-specific enrichment of gene expression in distinct processes and pathways (Fig. 2e). Using a threshold FDR of < 0.05, 1216 genes were enriched in the unicellular state and 1649 genes were enriched in the multicellular states (Fig. 2f). By GO analysis, unicellular genes were enriched for genes involved in protein synthesis (Fig. 2g, upper panel and Additional file 5: Table S4). Conversely, multicellular enriched genes were selectively involved in cell differentiation, development, and adhesion and cellular components required for extracellular elements, such as the cell surface and the plasma membrane (Fig. 2g, lower panel and Additional file 5: Table S4). These changes reflect the shifting cellular priorities during multicellular stages.

**Fig. 2:**
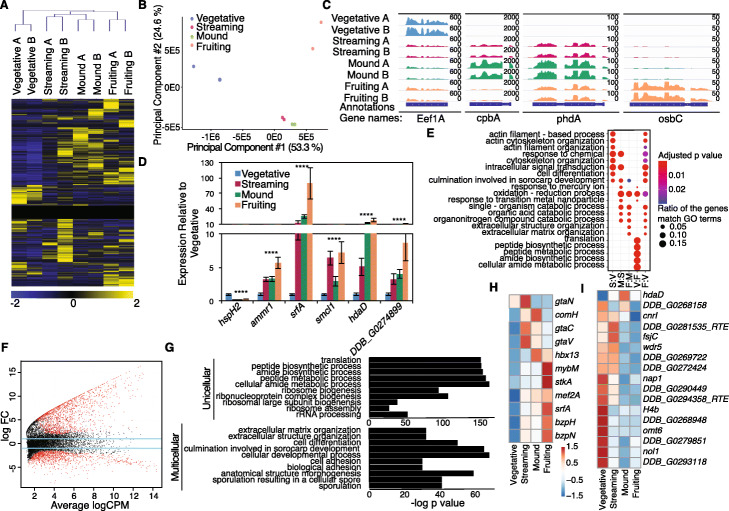
Transcriptomic analysis on vegetative, streaming, mound, and fruiting body stages of *D. discoideum* reveals unicellular and multicellular specific gene expression patterns. **a** A heatmap of gene expression of all 13,267 genes at different stages of *D. discoideum* reveals gene sets that increase, decrease, and remain constant throughout progression to multicellular stages. Scale bar is displayed below. **a** and **b** indicate independent replicates. **b** Principle components analysis (PCA) of gene expression demonstrates that biological replicates cluster together and unicellular, vegetative stage clusters separately from the three multicellular stages. **c** Representative stage-specific gene expression tracks of known stage-specific genes. **d** Real-time qPCR validation of representative multicellular and unicellular gene expression from RNAseq datasets. This graph represents the mean ± the standard deviation of three biological replicates performed in triplicate. **e** Stage by stage Gene Ontology (GO) comparison of differentially regulated genes reveals that classes of genes which correlate with multicellularity are misregulated when comparing Vegetative (V) to Streaming (S) or Fruiting body (F) stages. **f** A Bland-Altman plot of *D. discoideum* RNAseq datasets reveals genes which are upregulated and downregulated between unicellular and both multicellular stages. Red dots represent significantly differentially expressed genes, black dots represent not significantly differentially expressed genes. **g** The top ten GO terms of unicellular enriched (top) or multicellular enriched (bottom) processes reveals genes involved in essential processes are enriched in unicellular *D. discoideum* and processes required for development, differentiation, communication, and adhesion are enriched in multicellular *D. discoideum.* Heat maps of transcription factors (**h**), and chromatin modifying enzymes (**i**), that display unicellular or multicellular enriched expression are displayed here. An analysis of all transcription factors and all chromatin-modifying enzymes identified in *D. discoideum* is presented in Additional file 1: Figure S10

As transcription factors play an important role in the transition to multicellularity [37, 38], we next identified transcription factors that had stage-specific expression (Additional file 1: Figure S10A). Ten transcription factors were expressed predominantly in multicellular stages, but none was found to be predominant in the vegetative stage (Fig. 2h). Two of these transcription factors were the MADS-box transcription factors *srfA* and *mef2A*, which were previously shown to play a role in *D. discoideum* progression to multicellular states [33–35]. We found that genes which were upregulated in multicellular states were enriched for MADS-box transcription factor binding motifs (Additional file 1: Figure S10C *p* = 4.08e−25). These results suggest that not only does the chromatin reorganize to expose *srfA* and *mef2A* binding sites (Additional file 1: Figure S4), but *srfA* and *mef2A* expression is coordinately upregulated (Fig. 2d, h) to facilitate the transcription of SrfA and Mef2A targets.

We also examined stage-specific expression of all putative chromatin modifying and binding proteins, identified based on homology (Additional file 1: Figure S10B). Seventeen chromatin-modifying enzymes or binding proteins displayed unicellular or multicellular specific expression patterns (Fig. 2i). More transcription factors whose expression varied with cellularity stages were upregulated in the multicellular stages, whereas more chromatin-modifying enzymes were upregulated in the unicellular stage (Additional file 1: Figure S10A and S10B, *p* < 0.05). Notably, one of the chromatin regulating enzymes, the putative histone deacetylase *hdaD,* was selectively enriched in multicellular states (Fig. 2d,i), raising the possibility that *hdaD* could be activated in multicellular states to deacetylate histones and reorganize chromatin to facilitate the transition to multicellularity.

### Comparative epigenomic analysis of *S. pombe,* unicellular and multicellular *D. discoideum*, and *C. elegans* identifies unicellular and multicellular signatures

To begin to determine whether chromatin modifications or accessibility could be used to identify critical regions whose chromatin changed upon multicellularity, we first investigated whether chromatin modifications in *D. discoideum* are interpreted in a similar manner as they are in other eukaryotes. We therefore characterized how gene expression correlated with the ChIP-seq and ATACseq data we generated in *D. discoideum*. As has previously been demonstrated in mammalian cell lines [39, 40], chromatin accessibility correlated with gene expression in *Dictyostelium*; the top 1000 most lowly and highly expressed genes displayed lower and higher chromatin accessibility, respectively (Fig. 3a and Additional file 6: Table S5). Similarly, the 1216 unicellular enriched genes, based on the RNAseq analysis, were significantly enriched for increased chromatin accessibility at the unicellular stage while the 1649 multicellular enriched genes, were significantly enriched for increased chromatin accessibility at the multicellular stages (Additional file 1: Figure S11A, *χ*^2^ = 511.56, *p* < 0.00001). 

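Table S5 pairs each stage's highly and lowly expressed genes with ATACseq peaks, and after removal of repeated genes its lists hold between 627 and 752 genes each. Expression values are the authors', and a gene was counted here as having a peak when a peak reached within 1500 bp of either gene end outside the gene, since only between 201 and 274 genes per list have a strand. The share of highly expressed minus the share of lowly expressed genes with such a peak averaged 12.0 percentage points over the 13 samples, each with its own stage's lists (two-sided exact sign permutation, p = 0.0132, adjusted p = 0.0308). Samples of a stage share its gene lists and are not independent in this test, so its p overstates the evidence. The mean also joins stages of opposite sign. By stage the difference was 19.6 ± 0.943 in vegetative (SD, n = 3) and 24.7 ± 1.21 in streaming (SD, n = 3). It was 13.6 ± 8.41 in mound (SD, n = 4) and −10.2 ± 1.90 in fruiting samples (SD, n = 3). Among mound samples it was lowest in mound 4, at 2.51. In the vegetative samples 49.5 ± 1.77% of highly and 30.0 ± 1.91% of lowly expressed genes had a peak (SD, n = 3 each), and in the fruiting samples 64.0 ± 0.695% and 74.2 ± 2.57% (SD, n = 3 each). Fruiting samples differed from all others by −29.0 percentage points (exact permutation test, p = 0.0035, the smallest possible). This grouping was not among the planned tests. All 3 fruiting values lay below those of every other sample, and the p only restates that order. The alternative that moved the mean most used only the upstream flank of genes with a strand, was chosen after the data were seen and gave 22.0 percentage points, with fruiting samples at −9.47 ± 2.41 (SD, n = 3). It covers fewer than 80% of the genes of each list and is void as a check. The paper's own ATACseq peak values in Table S5 have medians of 231 for highly and 122 for lowly expressed genes in the vegetative stage, 250 and 110 in the streaming, 228 and 140 in the mound and 197 and 162 in the fruiting stage. Genes of both lists are paired with peaks there. The shares here count only peaks beside a gene, so they do not test the paper's comparison of peak values.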

Histone modifications of specific genes also correlated with their expression in similar ways in *D. discoideum* as they do in other eukaryotic organisms. H3K4me3, which typically correlates with active transcription [41, 42], displayed increased occurrence on unicellular enriched genes while largely being absent from multicellular enriched genes at the unicellular stage and increased occurrence on multicellular enriched genes while largely being absent from unicellular enriched genes at the multicellular stage (Additional file 1: Figure S11B, *χ*^2^ = 391.33, *p* < 0.00001). For instance, *srfA,* which turns on during multicellular stages (Fig. 2d), exhibited increased H3K4me3, decreased H3K27me3, and increased chromatin accessibility at its promoter at multicellular stages relative to the unicellular stage, which is when it is more highly expressed (Fig. 3b).

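The gene srfA (DDB_G0281387) lies on the plus strand of chromosome 3 of dicty_2.7 from 4494019 to 4495275. None of the 13 samples had a peak in the 1500 bp before its start and the planned comparison of promoter peaks had nothing to test. A peak inside the gene was present in 3 of 3 streaming, 3 of 4 mound, 1 of 3 fruiting and 0 of 3 vegetative samples. Its summit lay between 227 and 328 bp after the gene start. Within the list of each sample its fold enrichment was near the middle in streaming samples, between the 43.2 and the 49.0 percentile, and in mound 2 it stood at the 0.0641 percentile. With 1500 bp on both sides of the start counted as promoter, the vegetative difference was −0.7 peaks (exact permutation test, p = 0.0699). The nearest peak upstream lay between 1527 and 1813 bp from the gene in the multicellular samples, and between 13191 and 35736 bp from it in the vegetative samples.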

**Fig. 3:**
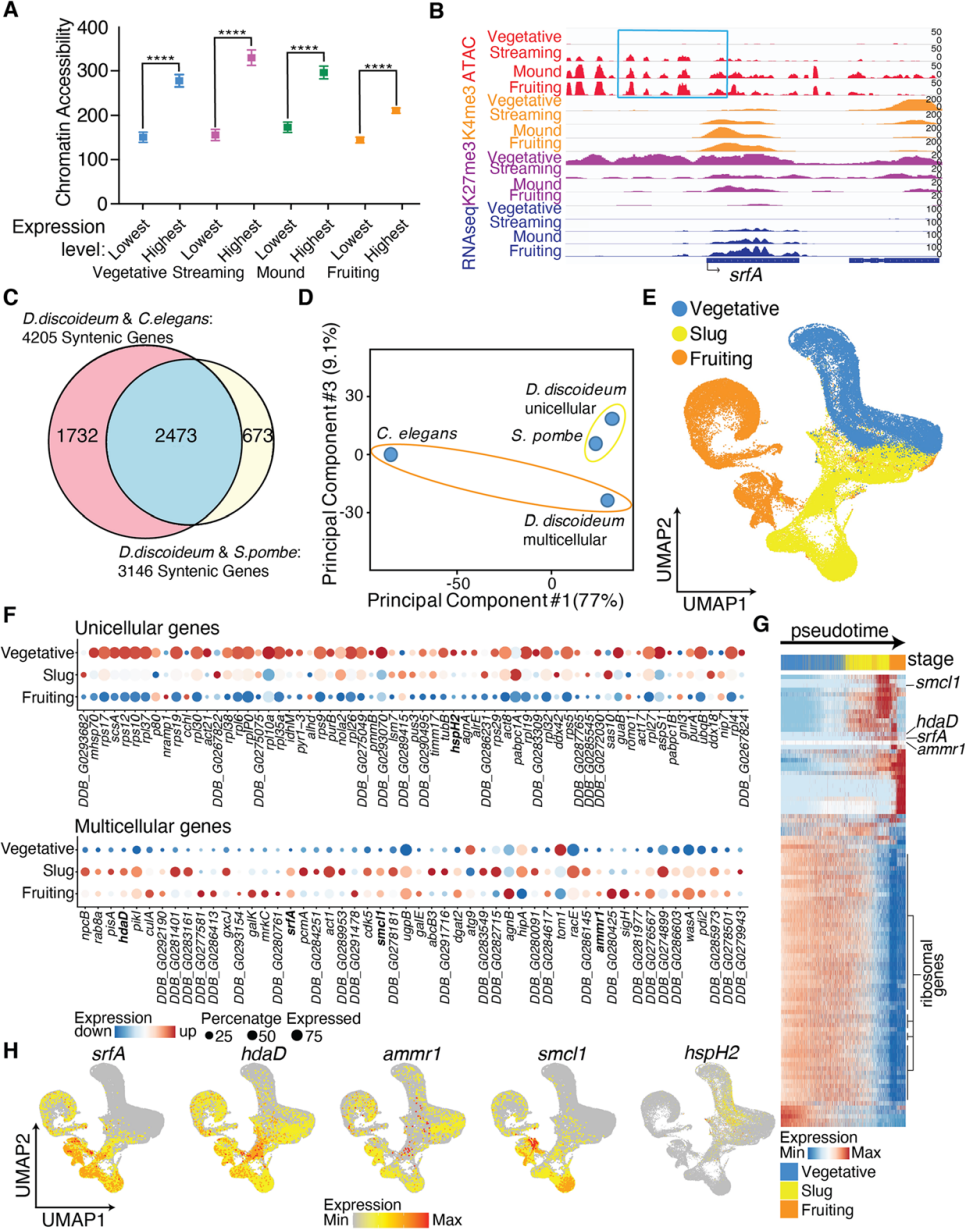
Comparative epigenomic analysis of *S. pombe,* unicellular and multicellular *D. discoideum*, and *C. elegans* identifies unicellular and multicellular signatures. **a** The 1000 most highly expressed genes at each life cycle stage display a higher degree of chromatin accessibility than the 1000 most lowly expressed genes at each life cycle stage. ****: *p* < 0.0001 as assessed by one-way ANOVA. **b** Representative integrative genomics viewer (IGV) tracks of H3K4me3 (orange), H3K27me3 (purple), ATAC-seq (red), and gene expression (navy) at *srfA* demonstrates increases in H3K4me3, decreases in H3K27me3, and increased chromatin accessibility at the promoters correlate with increases in gene expression of *D. discoideum* at four life cycle stages. **c** A Venn diagram displays the 2473 conserved genes in *S. pombe*, *D. discoideum*, and *C. elegans.* **d** PCA of orthologous genes illustrates that unicellular enriched gene expressions of *D. discoideum* cluster closer to *S. pombe* than to multicellular *D. discoideum* by the third principal component. **e** Single-cell RNA sequencing analysis of vegetative (blue), slug (yellow), and fruiting body (orange) cells reveals unique gene expression signatures of different stage *D. discoideum.* Uniform manifold approximation and projection (UMAP) is displayed for visual representation. **f** Single-cell RNAseq expression correlates highly with bulk RNAseq expression as exemplified by 67 “unicellular” genes and 52 “multicellular” genes. The 67 genes represented are accessible and expressed in unicellular *D. discoideum* and *S. pombe* but not in multicellular *D. discoideum* and *C. elegans* and the 52 genes represented display the opposite accessibility and expression as identified from orthologous gene analysis of bulk RNAseq and ATACseq datasets. Highlighted in bold are the genes which we knocked out in this study. **g** The 100 genes whose expression changes allow for the quantitative measurement of progression of *D. discoideum* from vegetative through slug to fruiting body stages are displayed in this heatmap pseudotime analysis. Expression of *srfA, hdaD, ammr1,* and *smcl1* are also included in this heatmap. Ribosomal gene expression plays an outsized role in determining pseudotime and these genes are marked. **h** Representative UMAP graphs display the expression levels of *srfA*, *hdaD*, *ammr1*, *smcl1*, and *hspH2* from single cell RNAseq analysis

To investigate further whether epigenomic changes could correlate with unicellular or multicellular states, we compared the epigenomic signatures of unicellular and multicellular *D. discoideum* to two other eukaryotes whose epigenomes are well defined, the unicellular *Schizosaccharomyces pombe* and the multicellular *Caenorhabditis elegans*, which are both ~ 1480 million years evolutionarily separated from *D. discoideum* [43, 44] (Additional file 1: Figure S12A). We identified 2473 conserved regions by predicting orthology and paralogy relationships in all three species by metaphors using pre-computed phylogenetic trees [45] (Fig. 3c and Additional file 7: Table S6). The majority of these highly conserved genes (79.1%) were evenly expressed across all *Dictyostelium* stages while 15.6% were unicellular enriched and 5% were multicellular enriched (Additional file 1: Figure S12B). Interestingly, a PCA analysis of the orthologous genes showed that by principal component 3 the expression patterns of unicellular *Dictyostelium* genes were more similar to that of *S. pombe* than to multicellular *Dictyostelium* genes (Fig. 3d).

To determine whether epigenetic features could underlie these unicellular and multicellular gene expression signatures, we examined whether accessible chromatin regions correlated with unicellular or multicellular signatures. We examined the ATACseq profiles of *C. elegans* [46] and *S. pombe* [47] at the 2473 evolutionarily conserved regions of the genome and found that of the conserved genes, 1352 and 804 were accessible, respectively. Of the *D. discoideum* conserved genes, 922 were accessible in the unicellular stage while 720 were accessible in the multicellular stages. Among those 922 accessible regions in unicellular *D. discoideum*, 132 were accessible in multicellular *Dictyostelium* or *C. elegans* (14.3%)*,* but 289 sites were exclusively accessible in *S. pombe* (31.3%). Similarly, among the 720 accessible regions in multicellular *D. discoideum*, 94 were accessible in unicellular *Dictyostelium* or *S. pombe* (13.1%)*,* but 333 sites were exclusively accessible in *C. elegans* (46.3%). We further reduced these lists of 289 unicellular accessible and 333 multicellular accessible regions to genes which were expressed exclusively in unicellular or multicellular stages. This analysis left us with 67 genes which were accessible and expressed in unicellular state or organisms and inaccessible and not expressed in multicellular state or organisms and 52 genes which were accessible and expressed in multicellular state or organisms and inaccessible and not expressed in unicellular state or organisms (Additional file 8: Table S7), suggesting that these accessible chromatin regions correlate with unicellularity or multicellularity, respectively across evolution. 

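The 67 and 52 genes of Table S7 were all placed on chromosomes 1 to 6, and a peak within 1500 bp beyond either gene end was counted, because only 32 and 21 of them have a strand. The study chose the lists partly on these samples, so the values are not independent evidence for the lists. Of the 52 multicellular genes, 20.5 ± 2.94% had such a peak in vegetative samples (SD, n = 3) and 46.2 ± 5.09% in streaming (SD, n = 3). The share was 77.4 ± 3.96% in mound (SD, n = 4) and 62.8 ± 2.22% in fruiting samples (SD, n = 3), a vegetative difference of −43.1 percentage points (exact permutation test, p = 0.0035, the smallest possible, and 0.0245 after adjustment over a family of 7 measures). Of the 67 unicellular genes, 54.7 ± 3.11% had one in vegetative (SD, n = 3) and 47.8 ± 3.95% in streaming (SD, n = 3). The share was 66.4 ± 2.86% in mound (SD, n = 4) and 63.2 ± 1.72% in fruiting samples (SD, n = 3), a vegetative difference of −5.12 percentage points (exact permutation test, p = 0.381). Over all genes the shares were 34.7 ± 0.973% in vegetative (SD, n = 3) and 35.8 ± 2.11% in streaming (SD, n = 3). The share was 62.3 ± 4.91% in mound (SD, n = 4) and 62.7 ± 2.51% in fruiting samples (SD, n = 3), a vegetative difference of −19.7 (exact permutation test, p = 0.028, and 0.0653 adjusted over the 7 measures). These 3 differences were repeated with 3000 peaks per sample, a check chosen after the data were seen and not adjusted. That of the 52 genes was then −22.4 (exact permutation test, p = 0.014) and that of all genes −2.17 (exact permutation test, p = 0.234). The shares of the 52 genes were 16.0% in vegetative, 42.3% in streaming, 47.1% in mound and 23.1% in fruiting samples. Their slope was 3.01 percentage points per stage (exact permutation test, p = 0.451), against 16.4 with all peaks. The difference of the 67 genes reversed to 17.5 (exact permutation test, p = 0.0035, the smallest possible). Their shares were 52.7% in vegetative, 43.8% in streaming, 34.7% in mound and 27.4% in fruiting samples. The share of the 52 genes minus that of the 67 genes had a vegetative difference of −38.0 percentage points (exact permutation test, p = 0.0035, the smallest possible, adjusted p = 0.0123). The alternative that moved it most, with the promoter 1500 bp to both sides of the TSS, gave −25.5. Counting these flanks only and not the gene itself, 8 of the 52 genes had a peak in every multicellular and no vegetative sample, 3 in all samples and 6 in none. The first 5 of these 8 by identifier are DDB_G0276567, DDB_G0278181, DDB_G0280425, DDB_G0281401 and DDB_G0281977. Inside the gene, DDB_G0278181 and DDB_G0281401 had a peak in all 3 vegetative and in every multicellular sample. DDB_G0276567, DDB_G0280425 and DDB_G0281977 had none there in any sample. Of the 67 genes, 0 had a peak in these flanks in every vegetative and no multicellular sample, 16 had one in all samples and 8 in none. Among genes the paper names from the list of 52, srfA had no peak in these flanks in any sample. hdaD (DDB_G0279267) and DDB_G0274899 each had one in 3 of 3 streaming, 4 of 4 mound, 2 of 3 fruiting and 0 of 3 vegetative samples. ammr1 (DDB_G0283437) had one in 1 vegetative, 2 streaming, 4 mound and 3 fruiting samples, and smcl1 (DDB_G0288013) in 1 mound sample only. Of the list of 67, hspH2 (DDB_G0293674) had one in all 4 mound samples and in no other, and DDB_G0267824 in none. DDB_G0277333, a unicellular gene in the paper's text but not in this list, had one in 2 vegetative samples and in no other.

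**Figure D3:**
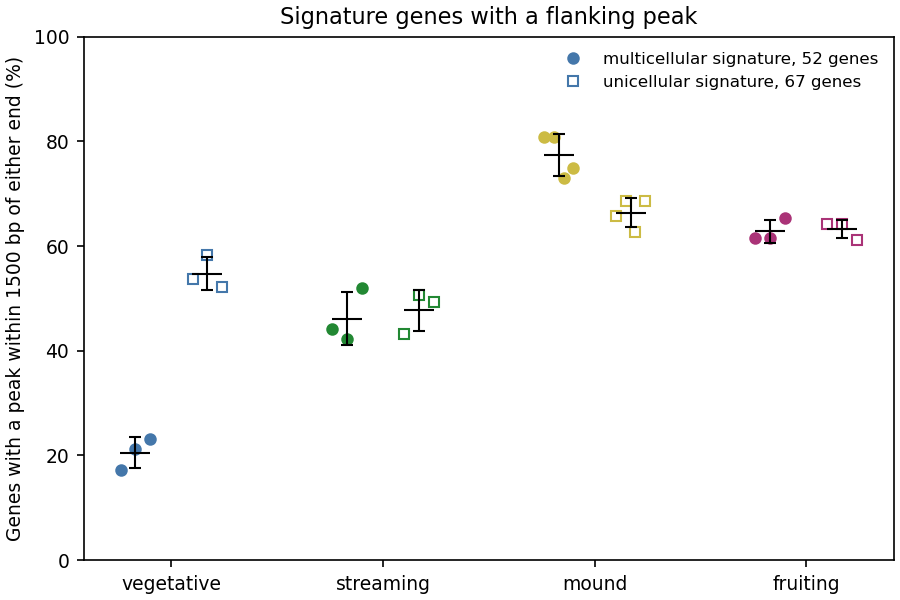
Percent of the 52 multicellular and of the 67 unicellular genes with a peak within 1500 bp beyond either gene end, by stage, with a point per sample and the mean and SD of each stage. The share of the 52 genes rises from 20.5% in vegetative to 77.4% in mound samples, and that of the 67 genes is 54.7% in vegetative and 66.4% in mound samples.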

Interestingly, *srfA*, the MADS-box transcription factor that had previously been shown to play a role in progression to multicellularity in *D. discoideum* [33], was one of the genes present in the multicellular list suggesting that our method of identifying critical genes involved in multicellularity based on their chromatin states was successful.

Because bulk RNAseq experiments may mask the gene expression of specific cell types that are critical for transition states, we performed single-cell RNAseq experiments. This analysis clearly distinguished the unicellular state from the multicellular stages (Fig. 3e). We found that the expression of the 67 unicellular genes and 52 multicellular genes, identified based on the orthologous gene analysis of their expression in bulk RNAseq and ATACseq experiments, correlated well with the single-cell RNAseq experiments (Fig. 3f). We next used the single-cell RNAseq data to examine which genes’ expression signatures could account for the progression of *D. discoideum* from vegetative through slug to fruiting body stages. This lineage tracing analysis revealed that of the top 100 genes whose expression changes helped determine this temporal progression, 54 of them are ribosomal genes (Fig. 3g). This finding demonstrates that the ribosomal heterogeneity that was initially discovered and reported in *Dictyostelium* [48] is predominantly driven by gene expression changes in ribosomal protein genes. Interestingly, 13 of these ribosomal protein genes were identified as part of our unicellular signature (Fig. 3f and Additional file 8: Table S7), indicating that changes in chromatin accessibility at ribosomal protein genes could be a critical driver of the evolution of multicellularity. 

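The list of 67 genes holds 19 genes of ribosomal proteins, by names that start with rpl or rps, out of 80 in the annotation, and which of these the single-cell result refers to is not marked in Table S7. A peak within 1500 bp beyond either gene end was found for 89.5 ± 9.12% of the 19 genes in vegetative samples (SD, n = 3), 75.4 ± 6.08% in streaming (SD, n = 3), 77.6 ± 6.62% in mound (SD, n = 4) and 68.4% in each of the 3 fruiting samples. The vegetative difference was 15.3 percentage points (exact permutation test, p = 0.021, and 0.0653 adjusted over the 7 measures of its family). The slope was −6.01 percentage points per stage (exact permutation test, p = 0.00703, and 0.00985 adjusted over the same family). Repeated with 3000 peaks per sample, a check chosen after the data were seen and not adjusted, they were 44.7 (exact permutation test, p = 0.00699) and −23.9 (exact permutation test, p = 1.67e-06). Of the other 48 genes of the list, 41.0 ± 3.18% had such a peak in vegetative (SD, n = 3) and 36.8 ± 3.18% in streaming (SD, n = 3). The share was 62.0 ± 5.21% in mound (SD, n = 4) and 61.1 ± 2.41% in fruiting samples (SD, n = 3). At 3000 peaks per sample their shares were 38.2% in vegetative, 32.6% in streaming, 31.2% in mound and 30.6% in fruiting samples.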

We further confirmed that 4 genes that were accessible and expressed in *C. elegans* and multicellular *Dictyostelium* and quiescent in unicellular state or *S. pombe* were highly enriched or only expressed in multicellular cells while a gene that was accessible and expressed in *S. pombe* and unicellular *Dictyostelium* and quiescent in multicellular state or *C. elegans* was highly enriched in the unicellular stage (Fig. 3h).

### Deletion of epigenomically identified multicellular genes delays or prevents multicellularity in *D. discoideum*

Together, these approaches identified a total of 67 “unicellular” genes, which were accessible and expressed in unicellular state or organisms and inaccessible and not expressed in multicellular state or organisms and 52 “multicellular” genes, which were accessible and expressed in multicellular state or organisms and inaccessible and not expressed in unicellular state or organisms. To begin to test whether these identified genes contribute to the transition between unicellularity and multicellularity, we analyzed knockouts of a subset of these genes. We obtained a previously generated knock-out strain of *srfA* [49] and attempted to delete 4 additional “multicellular” genes and 3 “unicellular” genes individually to generate single mutation knockouts, and examined their effects on rates of multicellularity. Despite repeated attempts, one “multicellular” gene (*DDB_G0274899*) and two “unicellular” gene (*DDB_G0267824* and *DDB_G0277333*) knock-outs were inviable, suggesting that these genes are essential for *D. discoideum* survival. Successful knock-outs of the remaining 4 genes were validated by sequencing (Additional file 1: Figure S13).

Individual deletion of each of the four “multicellular” genes: *srfA*; *hdaD*; *DDB_G0283437*, a gene which we renamed *ammr1* based on its homology to the uncharacterized Alport syndrome gene Ammerc1; and *DDB_G0288013*; a gene which we renamed *smcl1* based on its similarity to a structural maintenance of chromatin (SMC) gene, delayed the transition to multicellularity and extended the entire progression to multicellular state (Fig. 4a,b: *srfA p*=0.0014 and *p* < 0.0001; *hdaD p*=0.0165 and *p*=0.0011; *ammr1 p* < 0.0001 and *p* < 0.0001; *smcl1 p* < 0.0001 and *p* < 0.0001, respectively). For instance, knock-out of *hdaD* caused the initiation of multicellularity to be delayed from 10.75 h in control cells to 13.6 h and the time required to achieve a fruiting body to be delayed from 22.11 h to 29.88 h (Fig. 4a, b). Similarly, *srfA* knock-out caused a delay of the initiation of multicellularity (16.96 h, *p*=0.0022) and a delay in complete transition to fruiting body stage (38.83 h, *p* < 0.0001) and a reduction in the number of cells in the multicellular state to 45% of the wildtype *Dictyostelium* (Fig. 4c, *p*=0.0405). Likewise, deletion of *ammr1* dramatically slowed multicellularity to 45.8 h (*p* < 0.0001) and caused complete transition to fruiting body stage to take 87.33 h (*p* < 0.0001), while deletion of *smcl1* caused a complete blockage in the progression past the aggregation stage to any multicellular stages (Fig. 4a, b). By contrast, knock-out of the “unicellular” gene *DDB_G0293674*, a gene which we renamed *hspH2* based on its homology to the heat shock protein hsc70-3, had no effect on the transition to multicellularity or the transition to fruiting body stage (Fig. 4a, b, *p*=0.5166 and *p*=0.2585, respectively) but did cause an increase in the fruiting body diameter (Fig. 4c, *p* < 0.01).

**Fig. 4:**
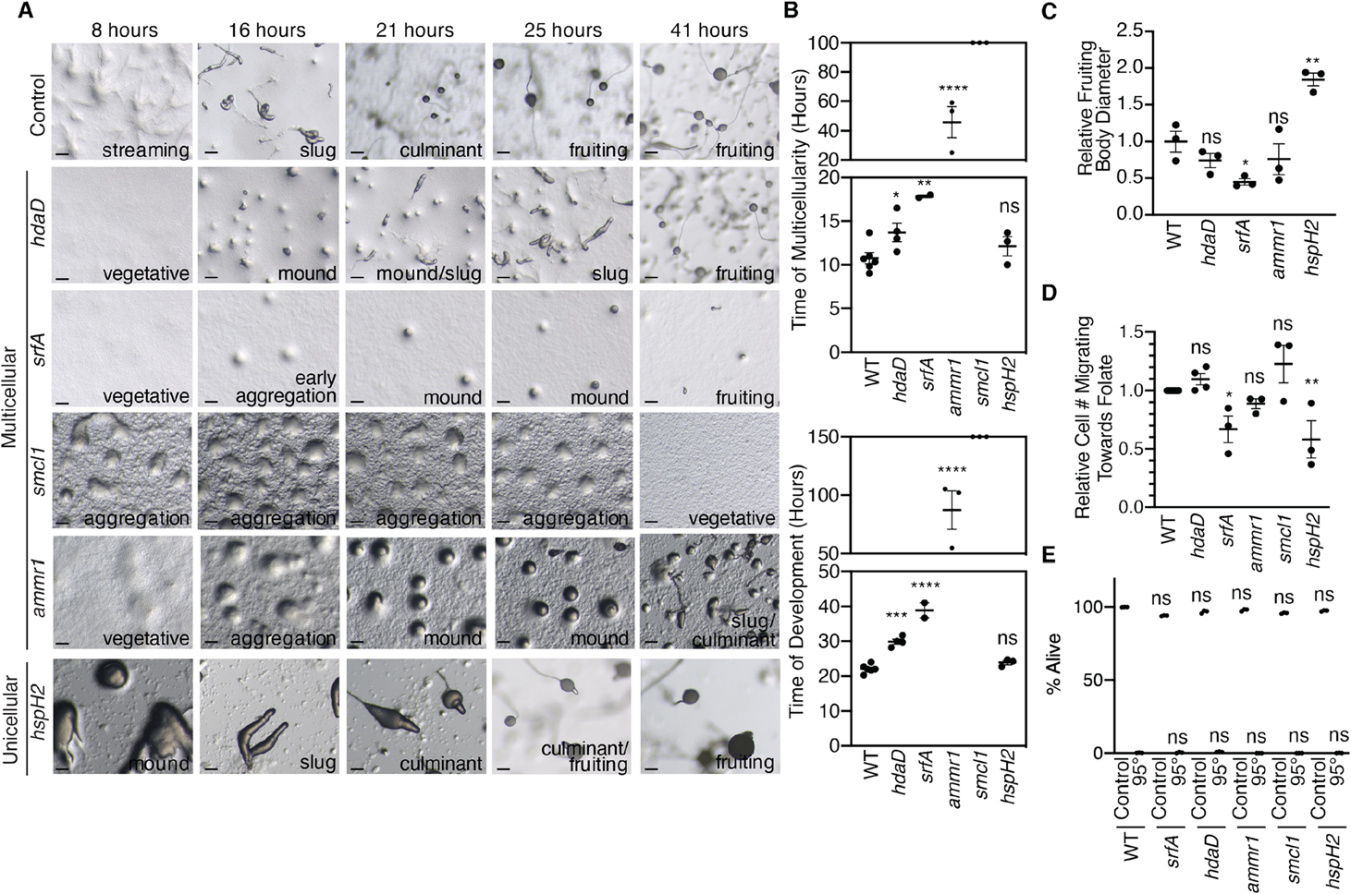
Genes identified as accessible and expressed in multicellular but not unicellular stages and organisms are necessary for multicellularity in *D. discoideum.* **a** Representative images illustrating that knock-out of the multicellular genes, *hdaD*, *srfA*, *ammr1*, and *smcl1*, but not the unicellular gene, *hspH2*, results in multicellularity delays. Representative images are shown at 8, 16, 21, 25, and 41 h, and the stage is noted in the bottom right hand corner of each image. Scale bars are 20 microns. **b** Knockout of multicellular genes delays multicellularity (upper graph) and total transition to fruiting body stage (lower graph) but knockout of a unicellular gene does not. This graph represents the mean ± the standard error of the mean of three independent biological replicates performed in triplicate. Ns: not significant, *: *p* < 0.05, **: *p* < 0.005, ***: *p* < 0.001, ****: *p* < 0.0001 as assessed by multiple comparison one-way ANOVA analysis. **c** Knockout of *srfA* but not *hdaD* or *ammr1* caused a reduction in the diameter of the fruiting body as a proxy for the number of cells in each multicellular organism. Knockout of *hspH2* caused an increase in the diameter of the fruiting body. This graph represents the mean ± the standard error of the mean of three independent biological replicates performed triplicates. Ns: not significant, *; *p* < 0.05, **; *p* < 0.005 as assessed by multiple comparison one-way ANOVA analysis. **d** Knock-out of multicellular genes: *hdaD*, *ammr1*, and *smcl1* had no effect on chemotaxis while knock-out of *srfA* and unicellular gene *hspH2* decrease the chemotaxis capacity of *D. discoideum.* The bar graph represents the mean ± the standard error of the mean of three biological replicates performed in triplicate. The number of cells which migrated towards the 30° segment containing the location where 250 μM folate was placed was counted. Ns: not significant, *: *p* < 0.05, **: *p* < 0.005 as assessed by multiple comparison one-way ANOVA analysis. **e** Knock-out of unicellular and multicellular genes had no effect on cell viability as assessed by PI staining. All knock-out strains responded similarly to the WT strain in response to 95 °C heat shock for 50 seconds. Each bar represents the mean ± the standard deviation of three biological replicates. Ns: not significant as assessed by one-way ANOVA analysis

To determine whether deletion of these “multicellular” genes was simply reducing overall fitness, or was more specifically affecting *D. discoideum* multicellularity, we examined the effect of gene knock-outs on chemotaxis and cell viability. While the “unicellular” gene *hspH2* displayed no effect on *D. discoideum* transition to multicellularity, it did result in chemotaxis delay (Fig. 4d, *p* < 0.0001), suggesting that this gene is essential for unicellular phenotypes. Of the “multicellular” genes only *srfA* displayed a decrease in chemotaxis (*p*=0.0144 by one-way ANOVA) while *hdaD, ammr1,* and *smcl1* were indistinguishable from control cells (Fig. 4d, *p*=0.7128, *p*=0.06836, and *p*=0.1199, respectively). Additionally, knock-outs of all “multicellular” genes had no effect on cell viability under basal conditions or in response to a 95 °C heat shock as assessed by PI staining (Fig. 4d), suggesting that these deletions are not simply making the *Dictyostelium* sick and are more specifically affecting the transition to multicellularity.

To begin to determine whether the function of the genes that we identified as being necessary for multicellularity was also sufficient to induce a multicellular state in *Dictyostelium*, we overexpressed two of them, *hdaD* and *smcl1*, in WT *Dictyostelium.* We confirmed the overexpression of these genes by real-time RT PCR (Additional file 1: Figure S14A). While overexpression of neither *hdaD* nor *smcl1* accelerated the timing of multicellularity (in fact *smcl1* overexpression caused a slowing of multicellularity timing) (Fig. 5a, b, and Additional file 1: Figure S14B and S14C), overexpression of *smcl1* but not *hdaD*, did cause a ~ 3 fold increase in the number of cells which make up a multicellular *Dictyostelium* organism (Fig. 5c–e and Additional file 1: Figure S14D), suggesting that *smcl1* enhances multicellularity. We found that overexpression of *smcl1* had no effect on chemotaxis (Additional file 1: Figure S14E, *p*=0.1207). Together, these findings suggest that a gene which we identified based on its epigenomic status, the SMC-like gene *smcl1*, was both necessary and sufficient to regulate multicellularity.

**Fig. 5:**
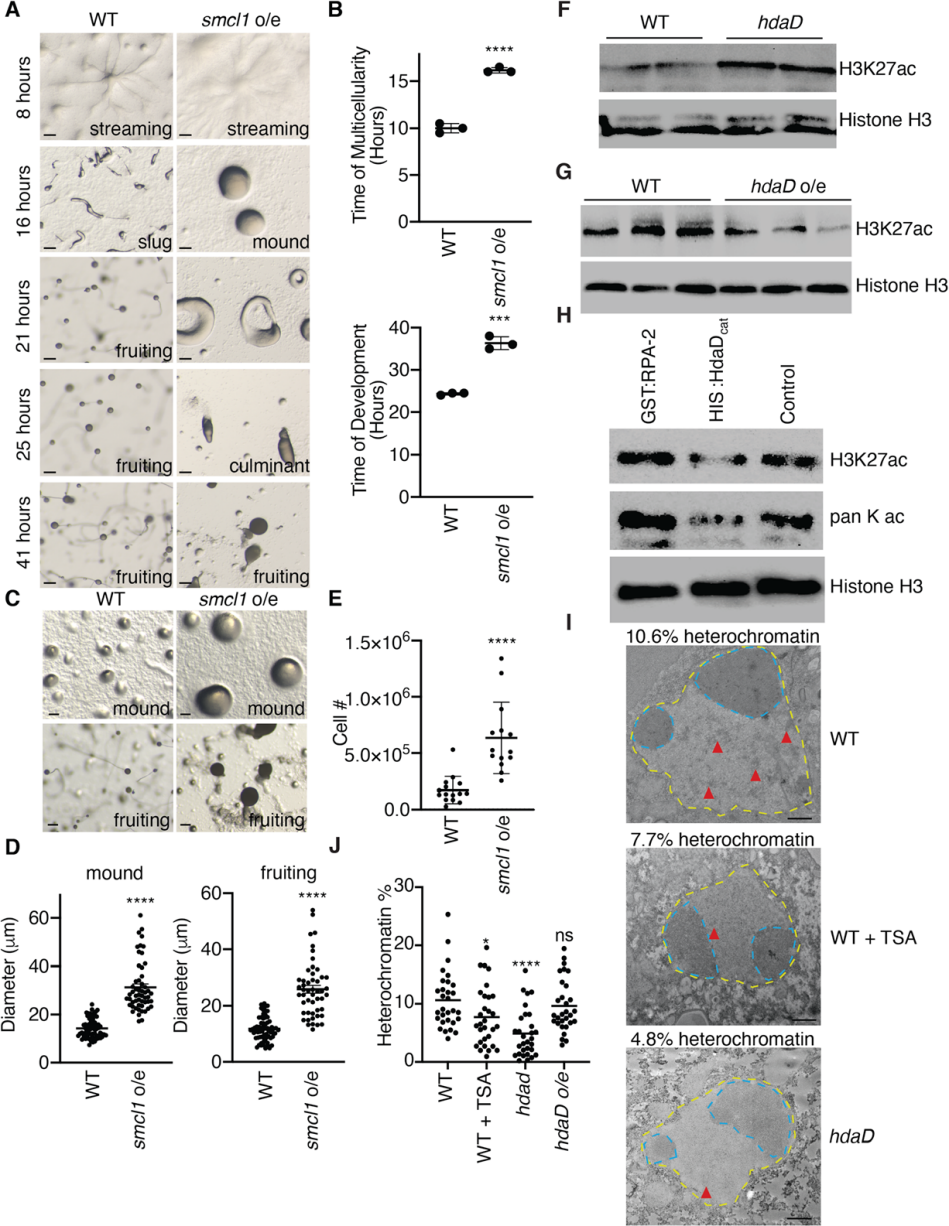
*smcl1* overexpression is sufficient for multicellularity in *D. discoideum* and HdaD is an H3K27 deacetylase. **a** Representative pictures of *D. discoideum* cellular stages on KK2 plates show multicellularity delay after overexpression of *smcl1* at 8, 16, 21, 25, and 41 h. Stage is displayed in the lower right hand corner. Scale bars are 20 microns. **b** Overexpression of *smcl1* delays *D. discoideum* multicellularity, time to mound stage is shown in the graph on top and complete progression to fruiting body stage is shown in the graph on the bottom. Each column represents the mean ± the standard error of the mean of three biological replicates performed in triplicate. ***: *p* < 0.0005, ****: *p* < 0.0001, as assessed by unpaired *t* test. **c** Representative pictures of *D. discoideum* show increased size of mound (top) and fruiting body (bottom) after overexpression of *smcl1.* Scale bars are 20 microns. **d** Overexpression of *smcl1* was sufficient to increase the size of mound (top) and fruiting body (bottom) diameter. Each column represents the mean ± the standard error of the mean of 54-67 *D. discoideum* multicellular organisms. ****: *p* < 0.0001 as assessed by unpaired t test. **e** Overexpression of *smcl1* was sufficient to increase the number of cells in each fruiting body. Each column represents the mean ± the standard error of the mean of 14–15 *D. discoideum* fruiting bodies. ****: *p* < 0.0001 as assessed by unpaired *t* test. **f** Representative western blots demonstrate an increase in H3K27ac in *hdaD* knock-out strains. Two independent biological replicates are displayed with the upper blot probed with H3K27ac and the bottom blot probed with Histone H3 antibodies. **g** *hdaD* overexpression causes a decrease in H3K27ac as assessed by western blot. **h** His-tagged HdaD catalytic domain (His:HdaD_catalytic_) but not GST-tagged RPA-2 is able to deacetylate lysine 27 of histones purified from *Dictyostelium.* This western blot is representative of 3 independent experiments. **i**, **j** Electron microscopy reveals that TSA treatment and *hdaD* knock-out strains have a decrease in heterochromatin. Representative images are shown (**i**) and quantification of 30 images (**j**). The scale bars represent 500 nm. % heterochromatin was calculated by examining the condensed chromatin which appears darker in the nucleus (outlined in yellow) while excluding the nucleolus (outlined in blue) from calculations. Examples of heterochromatin are marked by a red arrow. Representative images of *hdaD* overexpression and quantification of the nucleolus diameter in all 30 images are displayed in Additional file 1: Figure S15

Together, these experiments identified four genes that regulate the transition from unicellularity to multicellularity. To begin to investigate the mechanisms by which these genes control multicellularity, we focused on *hdaD*, which sequence alignment suggested might encode a histone deacetylase. HDACs are attractive candidates to mediate these processes because of their capacity to deacetylate histones and therefore cause a reorganization of the chromatin. Western blotting of *hdaD* knockouts revealed an increase in H3K27ac when compared to wild type *Dictyostelium* (Fig. 5f and Additional file 1: Figure S14F), suggesting that HdaD is a H3K27 deacetylase in *D. discoideum*. Consistent with this hypothesis, overexpression of *hdaD* caused a decrease in H3K27 acetylation (Fig. 5g and Additional file 1: Figure S14G)*.* To determine whether HdaD is a direct H3K27 deacetylase we expressed a polyhistidine (His)-tagged catalytic domain of HdaD in bacteria, purified His-HdaD_catalytic domain_ to a single band, and analyzed its ability to deacetylate histones purified from *D. discoideum.* We found that His-HdaD_catalytic domain_, but not control proteins, was able to deacetylate H3K27 in purified histones (Fig. 5h and Additional file 1: Figure S14H and I), suggesting that HdaD is an H3K27 deacetylase in vitro and in vivo. Reinforcing the hypothesis that HdaD is regulating multicellularity through an alteration in chromatin, we found that *hdaD* knockouts, similar to the deacetylase inhibitor TSA, had decreased heterochromatin as assessed by electron microscopy (Fig. 5i, j and Additional file 1: Figure S15).

The finding that *hdaD* deletion inhibits multicellularity highlights the importance of H3K27 acetylation regulation that we had observed correlating on a global level with multicellularity in our ChIPseq experiments (Fig. 1f, g). Together these results indicate that the epigenomic status of genes can be used to identify critical genes necessary for multicellularity. Interestingly histone deacetylases of the *hdaD* family have been shown to bind to MADS box transcription factors on DNA [50, 51], raising the possibility of a coordinated evolution of transcription factor networks and epigenetic machinery for regulating multicellularity.

## Discussion

### *Dictyostelium*: a new epigenetic model organism for studying the evolution of multicellularity

By comparing the chromatin accessibility at orthologous genes of *Dictyostelium* to *S. pombe* and *C. elegans*, we were able to identify a set of candidate genes whose chromatin status correlated with unicellularity or multicellularity. This analysis identified one gene, *srfA*, which had previously been shown to play a role in timing of progression to multicellular states [33, 34], as well as several uncharacterized genes. We found that knocking out three novel “multicellular” genes delayed or inhibited multicellularity without making the *Dictyostelium* less fit. Similarly, the overexpression of one of these “multicellular” genes was sufficient to triple the number of cells integrated into a multicellular state. Together the approaches employed in this study have identified several genes, based on their epigenetic status, which are necessary and sufficient for the transition to multicellularity. This analysis also suggests that a deeper comparison of not only the chromatin accessibility at promoters, as was performed in this study, but also the chromatin accessibility in the gene body or further upstream of the TSS along with specific chromatin modifications across different unicellular and multicellular organisms and *Dictyostelium* stages could reveal additional genes essential for multicellularity. Additionally, a similar epigenetic comparative analysis of more closely related Amoebozoa, those which can and cannot transition to multicellular forms [52], could help to further refine this multicellular epigenetic signature. It will be important, in future experiments, to also examine whether changing the epigenome at these critical genes is sufficient to induce multicellularity.

It is interesting to note that the uncharacterized genes which we identified as being important for determining multicellularity elicited unique cellular responses in addition to their effect on multicellularity. This highlights how several independent characteristics, including cell to cell communication, adhesion, cellular specialization, cooperation, and cellular altruism all had to develop for multicellularity to have evolved [32]. It will be interesting, in future studies, to examine how altering one of these characteristics elicits a trade-off in other cellular traits. While increasing the amount of cells which create a multicellular *Dictyostelium* could provide advantages in facilitating increased cellular specialization, this would have to come at the expense of either a shortening of or increased cell number of the stalk to accommodate the larger sorocarp. This would elicit either a decrease in the distance from the immediate environment which lacks sufficient food that spores would be able to travel or an increase in the number of cells which sacrifice themselves for the survival of the remaining cells in the organism.

Since *Dictyostelium* rapidly transitions between physiologically and morphologically distinct states, this organism is ideally situated to be utilized as an epigenetic model organism for examining some of the critical outstanding questions in the field of epigenetics. Here we have displayed the ease and capacity to not only perform comparative observational science but also to manipulate the genome and epigenome of *Dictyostelium* to test theories. Therefore, we feel this will be a useful organism to study a host of epigenetic questions beyond the role of epigenetics in the evolution of multicellularity. Our study has provided a comprehensive epigenomic sequencing of critical stages of *Dictyostelium.* It also demonstrates how this comprehensive dataset can be used to study the role of epigenetics in multicellularity. This comprehensive dataset opens the possibility of identifying additional processes that epigenetic modifications and drugs can regulate.

### Proof-of-principle that epigenetics plays a role in regulating multicellularity (genetic vs epigenetic)

In this study, we used *Dictyostelium discoiduem* as a model organism to investigate the role of epigenetics in the evolution of multicellularity. Through a combination of chemical, comparative genomic, and epigenomic approaches, we identified several key components of multicellular progression. The histone deacetylase inhibitor, TSA, had previously been demonstrated to delay multicellularity in *Dictyostelium* [34], suggesting that histone acetylation could play a critical role in the transition to multicellularity. We confirmed these findings and found that chemical inhibitors of histone methylation, Sinefungin and BIX 01294, also delayed induction of multicellularity, suggesting that chromatin regulation is important for multicellularity. We also examined the distribution of several histone modifications; H3K4me3, H3K4me1, H3K27ac, H3K36me3, H3K27me3, and H3K9me3. Principal component analysis (PCA) demonstrated that specific histone modifications, such as H3K4me3 and H3K27ac, were sufficient to distinguish unicellular from multicellular forms of *Dictyostelium*. Because our ChIPseq experiments did not include an exogenous spike-in, we can only assess the relative changes in abundance rather than identify the absolute quantifications of histone modification changes. The importance of H3K4me3 in regulating multicellularity in *Dictyostelium* is reinforced by the demonstration that deletion of the H3K4me3 methyltransferase *set1*, causes an unusually rapid progression to multicellular states [27]. Our results further demonstrated the importance of H3K27ac by our unbiased identification that the histone deacetylase *hdaD,* which we demonstrate is an H3K27 deacetylase (Fig. 5f–h), increases expression upon transition to multicellularity (Fig. 2d) and is necessary for an appropriately timed induction of multicellularity (Fig. 4a, b). Together these results suggest that chromatin modifications are important and could help to drive multicellularity in *Dictyostelium*.

To gain a global view of chromatin accessibility of *Dictyostelium,* we performed ATAC-seq at specific life cycle stages. We found dramatic differences in chromatin accessibility in the unicellular versus multicellular stages, suggesting that chromatin reorganization during this transition to multicellularity is critical. This analysis revealed that MADS-box transcription factor motifs become accessible upon transition to multicellularity (Additional file 1: Figure S4). The importance of these binding sites becoming accessible is reinforced by previously published work demonstrating that two MADS-box transcription factors, *mef2A* and *srfA*, are necessary for appropriate multicellularity timing [33–35]. These results suggest that to transition to multicellularity, *Dictyostelium* reorganizes its chromatin structure to make binding sites for multicellular specific transcription factors *mef2A* and *srfA* accessible for binding*,* to facilitate the transcription of their target genes*.* Excitingly, class II histone deacetylases, of which *hdaD* is a member, have been shown to bind to MADS box transcription factors on DNA [50, 51], raising the possibility of a coordinated evolution of transcription factor networks and epigenetic machinery for regulating multicellularity. It will be interesting, in future studies, to examine whether the “multicellular” genes that we identified here, functionally evolved during the transition to multicellularity or whether it is simply a question of when these genes are activated that facilitates multicellularity. While our work, and the work of many other labs, has demonstrated that genetic changes helped contribute to the evolution of multicellularity, this study adds to this work and suggests that these genetic changes were accompanied by contemporaneous epigenetic changes and suggests that the co-evolution of new transcription factor networks and chromatin remodeling coalesced to facilitate multicellularity.

## Methods

### Strain

The Axenic strain (AX2) of *Dictyostelium discoideum* was generously given by Peter Devreotes at Johns Hopkins University. This stain was used as the main material for RNA-seq, ChIP-seq and ATAC-seq experiments. The other axenic strain (AX4) and the *srfA* knock out mutant was obtained from Dicty Stock Center. We cultured the strain at 22 °C shaken in the incubator at 180 rpm in HL5 medium with 300 μg/ml streptomycin.

### Antibodies

Antibodies used for histone chromatin immunoprecipitation and western blots were: rabbit anti-H3 (Abcam Ab1791), rabbit anti-H3K27ac (Abcam Ab4729), rabbit anti-H3K4me3 (Abcam Ab8580), rabbit anti-H3K9me3 (Abcam Ab8898), rabbit anti-H3K27me3 (Abcam Ab6002), rabbit anti-H3K36me3 (Abcam Ab 9050), and rabbit anti-H3K4me1 (Abcam Ab8895). These antibodies have demonstrated specificity in eukaryotes [53–59].

### Quantitative mass spectrometry

#### Histone chemical derivatization and peptide preparation for mass spectrometry

Histones were propionylated as previously described [60]. Briefly, proteins were diluted with acetonitrile and neutralized with ammonium hydroxide. Chemical derivatization of lysines was performed with propionic anhydride twice, proteins were digested with trypsin, then two additional rounds of derivatization were performed. Propionylated peptides were desalted using an MCX protocol (Oasis MCX cartridge 1 cc/30 mg LP, Waters Corporation).

#### Orbitrap liquid chromatography-mass spectrometry

Peptides were analyzed with a Thermo Dionex UPLC coupled with a Thermo Q-Exactive HF tandem mass spectrometer. We used an in-house pulled column created from 75 μm inner diameter fused silica capillary packed with 3 μm ReproSil-Pur C18 beads (Dr. Maisch) to 30 cm. Solvent A was 0.1% formic acid in water, while solvent B was 0.1% formic acid in 80% acetonitrile. For each injection, we loaded approximately 1 μg peptides and separated them using a 47-min gradient from 2 to 35% B, followed by a 13 min washing gradient.

For data dependent acquisition (DDA) analysis, a top 20 method was used (default charge state 2, minimum AGC target 5e4, charge exclusion 1 and > 6, and dynamic exclusion 4 s) with full MS (resolution 120,000; AGC 3e6, maximum IT 50 ms) and data dependent-MS2 (resolution 15,000; AGC 1e6, max IT 40 ms, isolation window 2.0 m/z, NCE 27)).

For data-independent acquisition (DIA) analysis, the Thermo Q-Exactive HF was configured to acquire 25 × 24 m/z (covering 300–900 m/z) precursor isolation window DIA spectra (30,000 resolution, AGC target 1e6, maximum inject time 60 ms, 27 NCE) using an optimized staggered window pattern. Precursor spectra (target range ± 15 m/z at 60,000 resolution, AGC target 1e6, maximum inject time 60 ms) were interspersed every 51 MS/MS spectra. The isolation window scheme is detailed on the PanoramaWeb project folder, https://panoramaweb.org/dictyostelium_histones.url

For parallel reaction monitoring (PRM), a Thermo Fusion tribrid mass spectrometer was configured to acquire target m/z using Orbitrap tMS^2^ (30,000 resolution, AGC target Standard, maximum inject time 60 ms, 30% CID CE) with precursor spectra (target range 290–910 m/z at 60,000 resolution, AGC target 1e6, maximum inject time 60 ms) interspersed every 50 MS/MS spectra. The isolation list is detailed on the PanoramaWeb project folder, https://panoramaweb.org/dictyostelium_histones.url

#### DDA data analysis

RAW files were converted to MZML using MSConvert (version 3.0.18). Byonic (version 3.10.2) was used to search a focused *Dictyostelium* FASTA with histone proteins and contaminants (on the PanoramaWeb project folder, https://panoramaweb.org/dictyostelium_histones.url) within Proteome Discoverer (version 2.4) using the following parameters: arg-c digestion, 2 max missed cleavages, minimum peptide length 7; 8 maximum modifications; fixed carbamidomethyl on C and U, variable oxidation on M, variable acetylation on protein N-terminus and K, methylation on R, dimethylation on K and R, trimethylation on protein N-terminal A and K, phosphorylation on S, T, and Y, propionylation on peptide N-terminus and K, propionyl-methylation on K, and GG-propionylation on K; precursor mass tolerance 10 ppm, product mass tolerance 20 ppm; HCD fragmentation.

#### DIA data analysis

Mass spectrometry data files were demultiplexed and converted to MZML using MSConvert (version 3.0.18). Database search results from DDA data analysis were built into a spectral library using Bibliospec [61] in Skyline-daily (version 20.1) [62]. DIA files were imported into Skyline using MS/MS IDs in the spectral library (all settings default except Peptide Settings: digestion enzyme ArgC [R|P], background proteome from Uniprot *Dictyostelium* FASTA (accessed 21 Dec 2020, 12742 entries); Transition Settings: Filter for precursor charges 1–3, ion charges 1–2, ion types y, b, p; from ion 1 to last ion; Full-Scan MS1 filtering with isotope peaks included (Count) and MS/MS filtering for DIA acquisition, centroid product mass analyzer, and Results only isolation scheme; use only scans within 5 min of MS/MS IDs).

#### PRM data analysis

A target list was built from the Cartesian product combination of known modifications and the *Dictyostelium* histone proteins (Uniprot, accessed 2020 Dec 31, 7 entries) using a custom Python script. Skyline-daily (version 20.1) was configured with these target peptides (all settings default except peptide settings: digestion enzyme ArgC [R|P], background proteome from Uniprot *Dictyostelium* histone FASTA (accessed 31 Dec 2020, 7 entries); transition settings: filter for precursor charges 1–3, ion charges 1–2, ion types y, b, p; from ion 1 to last ion; Full-Scan MS1 filtering with isotope peaks included (count) and MS/MS filtering for targeted acquisition, centroid product mass analyzer; include all matching scans). Data was imported and peaks were manually curated using isotope dot product, dot product when spectral library entries were available, and retention time information.

#### Statistical analysis of mass spectrometry data

Skyline Group Comparison feature was used to calculate differential abundances using the processed DIA data. Parameters included setting the Control group value to “vegetative”; value to compare against as either mound, fruiting, or streaming; Normalization method: Total Ion current; confidence level: 95%; scope: peptide; summary method: Tukey’s median polish; using zero for missing peaks.

### RNA-seq

mRNA was extracted from AX2 cells stored at − 80 °C using Dynabeads mRNA direct micro purification kit (Invitrogen). Samples were lysed using tissue homogenizer (Kontes) in the lysis buffer. Two biological replicates were assigned for each vegetative, streaming, mound, and fruiting stage respectively. In total 8 groups were prepared for RNA-seq libraries with 500 ng mRNA as starting materials using NEXTflex Illumina qRNA-Seq Library Prep Kit (Bioo Scientific). In short, mRNA was fragmented in a cationic buffer and underwent first and second strand synthesis, adenylation, molecular indexed adapter ligation and PCR amplification for 11 cycles. The amplified products were cleaned up by Agencourt AmPure XP Magnetic Beads (Beckman Coulter) and quality checked by Agilent 2200 Tapestation D1000. The optimal cluster density was determined by KAPA library quantification kit before pooling the samples into a pooled library (5 nM) and sequencing through Nextseq 500 platform.

The fastq files were filtered with Q score 30 or above and were trimmed for the sequencing adaptors using CutAdapt (version 2.5). The analysis pipeline started with pseudo-alignment of the reads using kallisto [63], followed by building an index and quantification process, which generated h5 files containing the raw binary files for preliminary differential analysis in sleuth [64]. Differential analysis was conducted in EdgeR [65]; briefly, the DEGlist object was created, and genes were kept that achieved at least one count per million (cpm) in two biological replicate samples. The effective library size was computed using Trimmed Mean of M values (TMM) normalization. The significant genes were deducted by computing NB exact genewise tests with corrected *p* < 0.05. The gene ontology (GO term Gene Ontology Consortium 2015) for over-representation analysis and diagrams were generated by R package clusterProfiler (version 3.18.0) [66]. Sequencing QC matrix is shown in Additional file 9: Table S8.

### ChIP-seq

10 million *D. discoideum* cells were harvested and dissociated at different life cycle stages as described in [67] with the following modifications. After dissociation cells were cross-linked with 1x linking buffer (11 mM HEPES-NaOH, 110 mM NaCl, 1.1 mM EDTA, and 1.1 mM EGTA) with 1% formaldehyde for 10 min at RT and quenched by 2 M glycine. The samples were fragmented by applying a biorupter for 25 cycles in the cold room with 30 seconds on and 30 seconds off per cycle. The precleared chromatin was incubated with antibody-coupled bead slurries and rotated at 4 °C overnight. DNA was eluted from the beads by 200 μl TE with 1% SDS.

Histone ChIP-Seq libraries were generated using the Ovation Ultralow V2 kit (Nugen, 0344-32) according to the manufacturer’s instructions. Libraries were PCR amplified for 13-16 cycles depending on the antibody, and library quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies). Seventy-five bp reads were generated on the Illumina Nextseq 500 (Illumina). ChIP-seq were sequenced to a depth of at least 8 million total reads/sample.

The raw fastq files were trimmed for the first and last 8 nucleotides, the multiqc (version 1.5) was use to summarize the fastQC (version 0.11.3) results [68], and the trimmed files were mapped to the *Dictyostelium discoideum* genome (version 2.5) [21] using bowtie2 (version 2.3.4.3) [69]. The duplicated reads were removed by picard and sorted bam files were subject to peak calling with MACS2 (version 2.1.1.20160309) using H3 as controls [70, 71]. Both DNA input and H3 were used as controls. The peaks were visualized by Integrative Genomics Viewer (IGV 2.3.44). Differential binding analyses were performed by R package Diffbind (version 3.0.14) using log2 normalized ChIP read counts with FDR < 0.05 [72]. The metagene analysis and genomic feature distribution were conducted by ChIPSeeker (version 1.26.2) using anotatePeak function with narrowpeak files as input [73]. Transcription start site (TSS), exon, intron, and transcription termination site (TTS) were determined by using makeTxDbFromBiomart function from the Ensemble BioMart database (version 2.7). Promoters were defined by the regions 1500 bp upstream to the TSS, and downstream was defined as the 3000 bp downstream of gene end (TTS). Since some annotations may overlap, we adopt the default principle in ChIPSeeker to prioritize genomic annotation in the following order: promoter, exon, intron, downstream and intergenic. Sequencing QC matrix is shown in Additional file 9: Table S8.

### ATAC-seq

To assess regions of open chromatin, frozen pellets of *D discoideum* cells from the various stages were washed twice with cold PBS and lysed with 10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal-630. Nuclei were transposed using the Nextera DNA Library Prep Kit (Illumina, FC-121-1030). Transposed libraries were amplified for 11 cycles and size selected for fragments ranging 200-1000 bp. ATAC-seq experiments were sequenced to a minimum depth of 10 million reads/sample. For preparation of fresh samples, *Dictyostelium* were physically dissociated and washed twice with PBS with 0.04% BSA and lysed with 10 mM Tris-HCL (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.5% Tween 20, 0.5% NP-50, 0.05% digitonin (Promega G944A), 1% BSA, and 0.5% cellulase on ice or room temperature for 30 min to fully lyse the cells. Validation of equivalent ATACseq lysine of different stages was performed by trypan blue staining and optimized by real-time PCR detection of ribosomal RNA release.

The raw fastq files were trimmed for the first and last 8 nucleotides, the multiqc was use to summarize the fastQC results [68], and the trimmed files were mapped to the *Dictyostelium discoideum* genome [21] using bowtie2 [69], and the mitochondria genome was removed in the alignment process. The duplicated reads were removed by picard and sorted bam files were subject to peak calling with MACS2 [70, 71]. The peaks were visualized in Integrative Genomics Viewer (IGV 2.3.44). Likewise, open chromatin regions and peak annotation were deducted with Diffbind [72] and ChIPSeeker, respectively [73]. Sequencing QC matrix is shown in Additional file 9: Table S8.

### Motif analysis

The stage/unicellular/multicellular specific open chromatin regions, enriched histone binding sites, and the promoters of significant enriched genes were extracted as the input sequence for homer (version 4.11.1) [74]. All the promoter sequences were obtained from dictyBase as the background sequence [75]. The motif discovery was performed using “findMotif.pl” command from homer.

### Orthologous gene analysis

The phylogenetic tree was constructed on interactive tree of life (iTOL version 6) [76]. The orthologous genes among *D. discoideum*, *C.elegans* and *S.pombe* were obtained using metaphOrs (version 1.0) based on phylogeny orthology prediction at genomic scale [45]. The comparison among the species and intersection regions were extracted using bedtools (version 2.27.1) [77]. The graphs were generated on R (version 4.0.2), excel or prism (version 9).

### Multicellularity Assay

The *D. discoideum* cells were harvested in mid-log phase for 5*10^8^ cells. The cells were suspended in developmental buffer (5 mM Na_2_HPO_4_, 5 mM KH_2_PO_4_, 1 mM CaCl_2_, and 2 mM MgCl_2_) and washed 3 times. The multicellularity assays were performed on KK2 agar plates. 100 nM, 500 nM, and 1000 nM chemical inhibitors (Trichostatin A, T8552; BIX 01294 trihydrochloride hydrate, B9311; (R)-PFI-2, SML1408p; Sinefungin, ab144518) were added to the KK2 agar plates. The picture capture time points for the multicellularity assay with chemical treatment were set at 8 h, 16 h, 19 h, and 24 h. The picture capture time points for the multicellularity assay with mutant strains were set at 8 h, 16 h, 21 h, 25 h, and 41 h.

### Cell number quantification and morphological measurement

To quantify the germ cell number in the fruiting bodies, the assay was performed as in [78]. Germ cell number from individual fruiting bodies were collected by pipette and were placed in 20 μl PBS. The cells were counted with a hemocytometer (Hausser Scientific Cat.#3520). The diameter of the individual mound and fruiting bodies were measured using stereo Discovery V8 microscope.

### Chemotaxis assay

Chemotaxis assays were performed as in [79]. Briefly, the protocol was modified as follows. The *D. discoideum* cells were cultured in a density of 2× 10^6^ cells/ml for the purpose of the experiment. The cells were pelleted in a 1X KK2 buffer (2.2 g KH_2_PO_4_, 0.7 g K_2_HPO_4_). The cells were starved for 5–8 h in a shaker and resuspended at a concentration of 1× 10^8^ cells/ml. For making the chemotaxis plates, 4 wells were made in the 1X KK2 agar plates (1X KK2 buffer and 1.5 g Agar). 4 small dots at 6 mm from the edge of each well were marked on the agar plates for showing the location of cells deposition. 20 μl of 250 μM of folic acid (Millipore Sigma CAS 59-30-3) dissolved in 100 mM NaOH were injected into the wells by a P10 pipette for 20 min absorbing by the agar. 1 μl of *D. discoideum* were loaded on the dots and the plates were incubated at room temperature in a humidified chamber. The movement of cells were captured after 5 h using Zeiss steoREO Discovery V8 microscope. The number of cells were counted in each direction (north, south, east, and west) in a 30° angle range and plotted in Prism 8 (Version 8.1.1).

### Annexin V, propidium iodide, and trypan blue staining

Cell viability was examined by trypan blue (VWR), propidium iodide (BD Biosciences), and Annexin V staining (BD Biosciences). For Annexin V staining, cells were washed twice with cold PBS and suspended in 1X Binding Buffer (10 mM Hepes pH 7.4, 140 mM NaCl, and 2.5 mM CaCl_2_) at a concentration of 1 million cells/ml. One hundred microliters of the solution was transferred to a new tube and 5 μl of FITC Annexin V was added to the cells and incubated for 15 min at room temperature in the dark. The samples were imaged using a fluorescent microscope (Nikon Eclipse E600) with 485/535 nm (FITC) filter and images were analyzed by ImageJ (1.0).

For trypan blue staining, 10 μl 0.4% solution of trypan blue was mixed with 10 μl of cells at 5E5 cells/ml. The mixture was counted on a hemacytometer immediately after mixture.

For PI staining, 1E6 *D. discoideum* cells were treated with 1 μM TSA, 5 μM sinefungin, or 10 μM BIX 01294 for 6 h. Cells were subsequently washed and resuspended with cold PBS supplemented with 5% FBS and stained with 2 mg/ml propidium iodide (BD Biosciences) at room temperature for 10 min. Stained cells were fixed with 1% PFA. Samples were analyzed by BD LSR Fortessa (BD Biosciences) and data analysis was performed using Flow Jo (Tree Star).

### CRISPR-Cas9 knock-out experiment

The all-in-one sgRNA and Cas9 expression vector pTM1285 were obtained from Quantitative Biology Center (QBIC) Riken, Japan. The sgRNAs were designed on CRISPOR tool [80]. sgRNA were ligated to predigested pTM1285 with BbsI (NEB), and stable competent cells were transformed with the resulting construct (NEB, C3040). Ligation was confirmed by PCR and Sanger sequencing. Primers used were sense oligo for the target 5′-AGCAN(1)NNNNNNNNNNNNNNNNNNN(20)-3′ and tracrRNA 5′-AAGCTTAAAAAAAGCACCGACTCGGTGCC-3′. The sequencing primer was 5′-AAGCTTAAAAAAAGCACCGACTCGGTGCC-3′. The validated plasmids were transformed into the cells using calcium phosphate precipitation method [81]. Briefly, 10 μg plasmid DNA is co-precipitated with 60 μl of 1.25 M CaCl_2_ in HBS buffer (4.0 g NaCl, 0.18 g KCl, 0.05 g Na_2_HPO_4_, 2.5 g HEPES and 0.5 g D-glucose, pH adjusted to 7.1). The DNA solution was added to the plates for 30 min and then 12.5 ml Bis-Tris (2.1 g Bis-Tris, 10 g proteose peptone, 5 g yeast extract, and 10 g D-glucose in distilled water, pH adjusted to 7.1 with HCl) for 4–8 h. The condensed DNA on cell surface was transformed into the cells by 15–18% glycerol for exact 5 min and incubated with 12.5 ml Bis-Tris solution overnight to allow the expression of the selection marker. The medium was replaced by HL5 with 10-15 μg/ml of G418 after 16 h, and cultured for another 3 days. The cells were plated on SM agar plates with *K. aerogenes* and incubated for 3–4 days until plaque formed. The cells were transferred and expanded in the HL5 medium with 300 μg/ml streptomycin. Knock-out strains were validated by sanger sequencing.

### Overexpression *Dictyostelium* strains

cDNA of *hdaD* and *smcl1* was cloned into pJSK123 over-expression plasmid [82] between BamHI and AvrII sites. The recombinant plasmids were transformed into cells using calcium phosphate precipitation method [81]. Briefly, 10 μg plasmid DNA is co-precipitated with 60 μl of 1.25 M CaCl_2_ in HBS buffer (4.0 g NaCl, 0.18 g KCl, 0.05 g Na_2_HPO_4_, 2.5 g HEPES and 0.5 g D-glucose, pH adjusted to 7.1). The DNA solution was added to the plates for 30 min and then 12.5 ml Bis-Tris (2.1 g Bis-Tris, 10 g proteose peptone, 5 g yeast extract, and 10 g D-glucose in distilled water, pH adjusted to 7.1 with HCl) was added for 4–8 h. The condensed DNA on the cell surface was transformed into the cells by 15–18% glycerol for 5 min and incubated with 12.5 ml Bis-Tris solution overnight to allow the expression of the selection marker. The medium was replaced with HL5 with 10–15 μg/ml of G418 after 16 h, and cultured for another 3 days. The cells were then plated on SM agar plates with *K. aerogenes* and incubated for 3–4 days until plaques formed. The cells were transferred and expanded in the HL5 medium with 300 μg/ml streptomycin. Over-expression strains were validated by real-time PCR.

### Quantitative real-time PCR (qRT-PCR)

The differential expression of candidate genes were analyzed using qRT-PCR. Total RNA was extracted from *D. discoideum* cells using Invitrogen PureLink RNA (Invitrogen, 12183025). First strand cDNA synthesis was conducted using SuperScript III First-Strand Synthesis (Invitrogen, 18080051). qRT-PCR of cDNA was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, 172-5122) on a CFX96 Real-Time System (Bio-Rad). The PCR assay contained 1:4 diluted reverse transcription products, 1X master mix, and 200 nM of each primer, and was performed with 5-min initial denaturation at 95 °C followed by 40 cyles of 95 °C for 5 s and 60 °C for 45 s. The mtRNA of *D. discoideum* was used for internal normalization for each gene. The comparative Ct method (ΔΔCt) was used to calculate gene expression. The primer sequences of the selected genes were designed using Macvector (15.5.0). The following gene-specific primers were used: mtRNA-forward, 5′-gggtagtttgactggggcgg-3′, mtRNA-reverse, 5′-cactttaatgggtgaacacc-3′; DDB_G0283437-forward, 5′-gagggtgtataggtacatttgcagag-3′, DDB_G0283437-reverse, 5′-tgggttccaatttcccaatcccaaac-3′; DDB_G02813787-forward, 5′-tccctaacaccaacatcaaccaacga-3′, DDB_G02813787-reverse, 5′-tatacatgaccagtttcggaggcaac-3′; DDB_G0288013-forward, 5′-acaagaaatcgattgggagatgt-3′, DDB_G0288013-reverse, 5′-tggcatttgttcttggatttttct-3′; DDB_G0279267-forward, 5′-tggctcaccaataccatcacctccat-3′, DDB_G0279267-reverse, 5′-cgagttcgaactattgctgttg-3′; DDB_G0274899-forward, 5′-ccagagggaaataatagtcctggt-3′, DDB_G0274899-reverse, 5′-ctccaattcgaaccacaaac-3′; DDB_G0267824-forward, 5′-gcagctggtagtagttcatcca-3′, DDB_G0267824-reverse, 5′-tgtgcatattcttctttaccctcaa-3′; DDB_G0277333-forward, 5′-tggcatttctcaggcagtttcgacca-3′, DDB_G0277333-reverse, 5′-ccaacatcagtgagggtattca-3′; DDB_G0293674-forward, 5′-accaacgtgctcttcgtcgtttgag-3′, DDB_G0293674-reverse, 5′-ggaacgatgtttgtcattacaccac-3′; DDB_G0294934-forward, 5′- gggtagtttgactggggcgg-3′, DDB_G0294934-reverse, 5′- cactttaatgggtgaacacc-3′; DDB_G0279267_OE-forward, 5′-tatggatccatgtcaacaattcatc-3′, DDB_G0279267_OE-reverse, 5′-tatcctaggttaatcgtcttcgctta-3′; DDB_ G0288013_OE-forward, 5′-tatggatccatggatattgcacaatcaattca-3′, DDB_ G0288013_OE-reverse, 5′-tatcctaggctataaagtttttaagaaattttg-3′, DDB_G0279267_Cat-forward, 5′- caacaatcatcacaattacc-3′, DDB_G0279267_Cat-reverse, 5′-tatcctaggttaatcgtcttcgctta-3′.

### Drug assays

HEK 293 T cells (ATCC CRL-3216) were seeded on 6 well plates overnight, then treated with 0.25 μM, 0.5 μM, 1 μM, or 5 μM Trichostatin A (T8552, Millipore Sigma); or with 0.5 μM, 1 μM, 5 μM, or 10 μM Sinefungin (ab144518); or with 1 μM, 10 μM, 20 μM, or 30 μM BIX 01294 (B0311) for 16 h. Each concentration was seed with three replicates of 1 million cells before collection and analysis of effects on histone methylation and acetylation by western blotting.

### Western blot analysis

Cells were lysed with RIPA buffer and quantified by Bradford assay (Biorad 5000006). Five to 10 μg of proteins were loaded for gel electrophoresis and transferred to nitrocellulose membrane (Bio rad 1620097) with 100 V for 1.5 h. The membranes were incubated in 5% milk for 1 h at room temperature and incubated with primary antibodies (1:1000 dilution). After washing with TBST 3 times, each for 10 min, the membranes were incubated with secondary antibody (Millipore 3136001, Rabbit IgG, 1:3000 dilution). The blots were reacted with chemiluminescent HRP substrate (Millipore WBKLS0500) and imaged in ChemiDoc Touch Imaging System (Bio rad).

### Deacetylation assays

The coding sequence of the catalytic domain of *hdaD* was cloned as an in-frame fusion to the His tagged vector pET28a. The recombinant protein was expressed in *E. coli* BL21. Overnight induction of protein expression was carried out with 1 mM IPTG at 18 °C. Bacteria were harvested at 4000 rpm, 4 °C, and resuspended in 10 mL protein purification lysis buffer (50 mM Tris-HCl pH 7.5, 0.25 M NaCl, 0.1% Triton-X, 1 mM PMSF, 1 mM DTT, 20 mM imidazole, and protease inhibitors). After freezing the pellet at − 80 °C for 1 h, the lysate was sonicated with a Bioruptor for 5 min on high level with 30 s on and 30 s off. Proteins were purified with Ni-NTA beads (Qiagen). Proteins and beads were washed 3 times with protein purification lysis buffer before incubating the beads with elution buffer (400 mM imidazole in protein purification lysis buffer, pH 8.0) for 30 min. Eluates were dialyzed overnight at 4 °C with dialysis buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA, 1 mM DTT, and 20% glycerol). Bradford assays and SDS-page gel electrophoresis followed by coomassie staining were performed to determine the integrity and quantity of purified proteins. Histone proteins were purified from *D. discoideum* using the EZExtract core histone isolation kit (BioVision). In vitro deacetylation reactions were performed with 10 μg of histone proteins and 5 μg of *hdaD* protein or 5 μg GST-RPA-2 protein as a control. The deacetylation reaction was performed in a buffer solution (50 mM Tris-HCl, 4 mM KCl, 4 mM MgCl2, 0.2 mM DTT, 1 mM NAD^+^) and incubated at 30 °C for 30 min. Western blot analysis was performed as previously described.

### Single-cell RNA sequencing data analysis

*D. discoideum* was dissociated into single cells from different stages by physical pipetting with PBS + 0.04% BSA. For each sample, the cells were counted and diluted to 1000 cell/μl in 1X PBS with 0.04% Bovine Serum Albumin (BSA) prior loading to 10X Genomics Chromium machine. 10X Chromium Single Cell 3′ v3 reagent kits were used according to the manufacturer’s instructions to generate scRNAseq libraries. Libraries were sequenced paired-end 150 bp on Illumina Hiseq4000/Novoseq (Novogene).

### Single-cell RNA sequencing data analysis

Fastq files were processed with Cell Ranger (version 3.1.0) (https://support.10xgenomics.com) on the DolphinNext pipeline builder [83] to generate the merged gene-barcode matrix. Matrix was loaded into R (version 3.6.3) and analyzed mainly with Seurat package ([84], version 3.1.5). Low-quality cells or outliers were filtered out from the data by the following threshold: 200 < total Gene count < 7000, 500 < total UMI count < 30000. Filtered matrices were normalized with SCTransform [85] and reduced the dimension with principal component analysis. The batch effect was corrected by harmony [86]. The significant principal components (PCs) are used to generate the UMAP plot for visualization. Clustering was performed by the Louvain algorithm based on K-nearest neighbor graph. Hurdle model tailored was used to perform differential expression analysis of the individual clusters [87]. Gene Ontology (GO) analysis was performed with clusterProfiler (version 3.18.0) [66].

For trajectory inference analysis, the cells from vegetative, slug, and fruiting stages were down-sampled and merged. The uninformative genes were filtered out by keeping the genes expressing 3 UMIs per cell for at least 10 cells. The filtered matrices were normalized with full quantile normalization and reduced the dimension with PCA. The first 3 PCs were used for k-means clustering and subsequent analysis. Slingshot wase performed to predict the multicellularity lineage [88]. The generalized additive model wse used to identify the temporally expressed gene through the pseudotime.

### Electron microscopy

*Dictyostelium* cells were synchronized according to previously published methods [89, 90]. Briefly, the cells were grown to stationary phase with a density of 1.2 × 10^7^/ml. These cells were diluted into fresh HL5 medium at a density of 10^6^/ml. Then the cells were shifted to 11.5 °C incubation for 20 h in 6-well plates. At this time 1 μM TSA was added to the positive control cells. The synchronized cells were fixed in fixative (2.5% glutaraldehyde 1.25% paraformaldehyde and 0.03% picric acid in 0.1 M sodium cacodylate buffer (4.28 g sodium cacodylate, 25 g calcium chloride, 2.5 ml 0.2 N hydrochloric acid in 200 ml of distilled water, pH 7.4) with 1:1 dilution of cell medium for 16 h at 4 °C. Then, the cells were washed in 0.1 M cacodylate buffer and postfixed with 1% osmium tetroxide (OsO_4_)/1.5% potassium ferrocyanide (KFeCN_6_) for 1 h. The cells were washed twice in water, and once in maleate buffer (MB)(50 mM maleate acid, 0.2 N NaOH) and incubated in 1% uranyl acetate for 1 h followed by 2 washes in water and subsequent dehydration in grades of alcohol (10 min each; 50%, 70%, 90%, 2 × 10 min 100%). The samples were then put in propyleneoxide for 1 h and infiltrated overnight in a 1:1 mixture of propyleneoxide and TAAB Epon (TAAB Laboratories Equipment Ltd, https://taab.co.uk). The following day the samples were embedded in TAAB Epon and polymerized at 60 °C for 48 h. Ultrathin sections (about 60 nm) were cut on a Reichert Ultracut-S microtome, picked up on to copper grids, stained with lead citrate, and examined in a JEOL 1200EX transmission electron microscope or a TecnaiG^2^ Spirit BioTWIN, and 30 images of each condition were recorded with an AMT 2 k CCD camera.

The heterochromatin ratios were quantified with FIJI (Version 1.0). A 15% threshold was set for all the images which were then binarized to reveal heterochromatin regions for quantification. The heterochromatin regions were calculated for each of 30 nuclei (excluding the nucleolus) and calculated as a percentage.

## Supplementary Information

**Additional file 1: Supplementary figures S1-S15.**

**Additional file 2: Table S1.** Differential ATAC peak regions.

**Additional file 3: Table S2.** ChIP-seq differential binding sites.

**Additional file 4: Table S3.** ChIP-seq annotated peak regions.

**Additional file 5: Table S4.** RNA-seq differentially expressed genes.

**Additional file 6: Table S5.** ATAC-seq and RNA-seq correlation.

**Additional file 7: Table S6.** Ortholog pairs.

**Additional file 8: Table S7.** Orthologous gene list.

**Additional file 9: Table S8.** Sequencing QC summary.

**Additional file 10.** Review history.

## Data Availability

All ChIPseq, RNAseq, and ATACseq datasets are available in the GEO database accession # GSE137604 [91]. The codes for all bioinformatic analyses are available at GitHub at https://github.com/BCHGreerlab/Dictyostelium [92]. Unprocessed and uncompressed imaging data is available at https://data.mendeley.com/datasets/zfhh6xzck4/3. Mass spectrometry data is available in the PanoramaWeb project folder, https://panoramaweb.org/dictyostelium_histones.url. Mass spectrometry data is also available at ProteomeXchange repository ID: PXD024225 [93].

# Supplementary material for: Role of epigenetics in unicellular to multicellular transition in Dictyostelium
**Source:** Genome Biol. 2021 May 4;22:134. doi: 10.1186/s13059-021-02360-9
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary figures S1-S15.

**Role of epigenetics in unicellular to multicellular transition in *Dictyostelium***

**Authors**

Simon Yuan Wang^1,2^, Elizabeth Ann Pollina^3^†, I-Hao Wang^4^†, Lindsay Kristina Pino^5^, Henry L. Bushnell^1,2^, Ken Takashima^1,2^, Colette Fritsche^1^, George Sabin^1^, Benjamin Aaron Garcia^5^, Paul Lieberman Greer^4^, and Eric Lieberman Greer^1,2^ *

**Additional File 1: Figs S1-S15**

Fig. S1

**Fig. S1 Chromatin modifications change during *D. discoideum* transition to multicellularity**

**A,** A decrease in H3K4me3, no change in H3K27ac, and an increase in H3K4me1 is observed by western blot analysis of three biological replicates of *D. discoideum* analyzed at four different stages. Quantification of two independent experiments performed in triplicate is depicted below. *: p<0.05, **: p<0.005, ***: p<0.001, as assessed by multiple comparison one-way ANOVA analysis. **B,** Mass spectrometry analysis shows enrichment of H2AxS1acS8phK15me1 in unicellular stage of *D. discoideum* and enrichment of H3K4me1, H3K14ac, H4K9ac and H4K13acK17me1K21ac in multicellular stages of *D. discoideum*. **C,** Pairwise comparison of histone marks between vegetative stage versus streaming stage, mound stage, fruiting stage, respectively with adjusted p value < 0.05. **D,** Histone modifications of core histones in *D. discoideum*. ac, acetylation; me, methylation; P, phosphorylation. Number of dots under methylated lysines represent mono-, di-, or tri-methylation.

**Fig. S2 ATACseq analysis displays a high degree of reproducibility between replicates of A, vegetative, B, streaming, C, mound, and D, fruiting body stages.**

**Fig. S3 ATACseq analysis of changes in accessible chromatin at different life cycle stages**

**A**, An analysis of chromatin accessibility in relation the nearest TSS demonstrates that unicellular *D. discoideum* have more accessible chromatin further away from the TSS than do multicellular stages. **B**, An analysis of the chromatin accessibility at specific genomic features at different stages reveals that the unicellular stage has a lower degree of accessibility in the promoter and a higher degree of accessibility in exons than multicellular stages.

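Part A of this figure relates each peak to the nearest TSS and part B assigns peaks to features of genes such as promoters, exons and introns, from the authors' peak annotation with ChIPSeeker. For part A, the distance from each peak summit to the nearest start was measured here at the peaks whose neighbouring genes have a strand, and a peak farther than 1000 bp was called far. The share of far peaks was 69.7 ± 0.702% in vegetative (SD, n = 3) and 54.6 ± 0.586% in streaming (SD, n = 3). It was 62.9 ± 3.73% in mound (SD, n = 4) and 71.2 ± 1.04% in fruiting samples (SD, n = 3). Vegetative samples were above all streaming and all mound samples and overlapped the fruiting samples. The vegetative difference was 6.79 percentage points (exact permutation test, p = 0.147) and the slope 1.21 percentage points per stage (exact permutation test, p = 0.507). With 3000 bp as the limit the vegetative difference was 2.92 percentage points (exact permutation test, p = 0.259). Against streaming samples alone it was 15.1 (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow).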

**Fig. S4 A, Unicellular and B, multicellular stages display unique enriched DNA sequence motifs during ATACseq analysis**

Comprehensive ATACseq motif analysis can be accessed at <https://www.dropbox.com/sh/flf9wqvzz4go7dc/AADr3KXeZQoIr9JjWgyhcikoa?dl=0>.

**
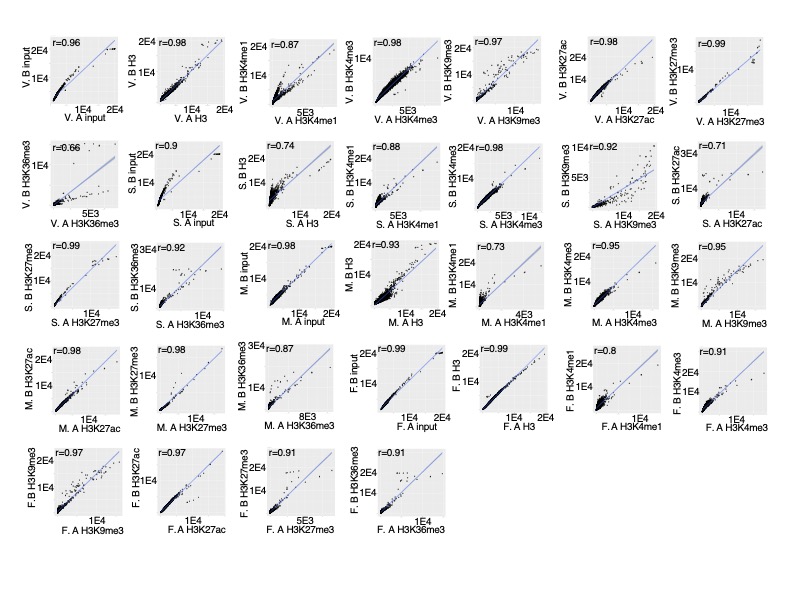
**

**Fig. S5 ChIPseq analysis displays a high degree of reproducibility between replicates of 7 different chromatin immunoprecipitations for vegetative (V), streaming (S), mound (M), and fruiting body (F) stages.**

**Fig. S6 Chromosome distribution, Principal Component analysis, and Feature Distribution of ChIPseq data for 6 chromatin modifications.**

**A,** Chromosome distribution of ChIPseq data for 6 chromatin modifications are displayed across all 6 chromosomes. **B**, PCA of ChIPseq analysis of H3K27me3, H3K9me3, and H3 reveals that these modifications are insufficient to distinguish unicellular from multicellular *D. discoideum*. **C**, An analysis of chromatin modifications distribution at genomic features in the *D. discoideum* genome reveals that chromatin modifications display differences in feature distribution. **D**, H3K36me3 heatmaps did not display distinct patterning in unicellular (vegetative) and multicellular (mound and fruiting body) stages.

**
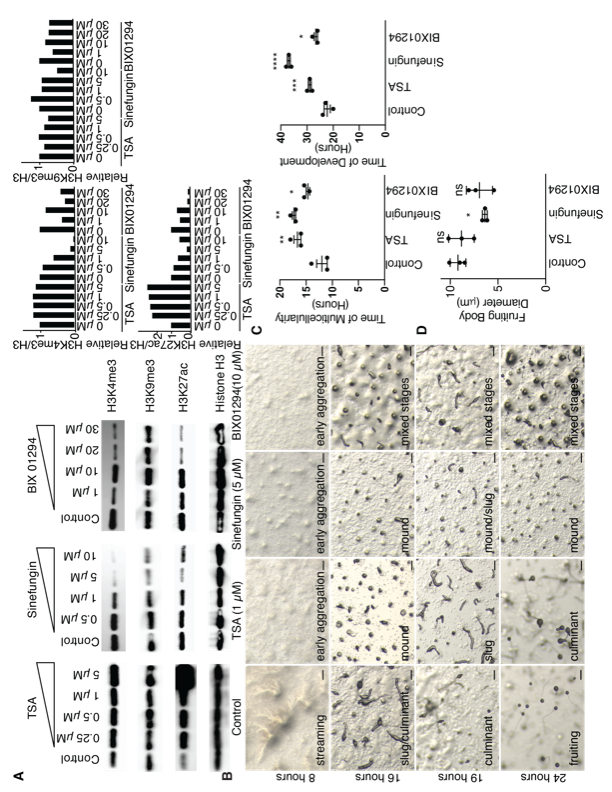
**

**Fig. S7. Chemical inhibitors of chromatin modifications delay *D. discoideum* transition to multicellularity**

**A**, TSA, Sinefungin, and BIX 01294 each display a concentration dependent inhibition of H3K27ac, H3K4me3, H3K9me3 and H3K27ac, and H3K4me3 and H3K27ac respectively as assessed by western blotting in 293T cells. **B**, Representative pictures of *D. discoideum* cellular states on KK2 plates show multicellularity delay after treatment with 5 μM sinefungin, 10 μM BIX 01294, and 1 μM TSA at 8, 16, 19, and 24 hours. Stage is displayed in the lower right hand corner. Scale bars are 20 microns. **C**, Treatment with 5 μM sinefungin, 10 μM BIX 01294, and 1 μM TSA delay *D. discoideum* multicellularity, time to mound stage is shown in graph on left and complete progression to fruiting body stage is shown in graph on right. Each column represents the mean ± the standard error of the mean of three biological replicates performed in triplicate. **: p<0.001, *: p<0.05, ns: not significant, as assessed by one-way ANOVA analysis with Dunnett’s multiple comparisons test. **D**, Treatment with 1 μM TSA and 10 μM BIX 01294 had no effect on *D. discoideum* fruiting body diameter while treatment with 5 μM sinefungin caused a reduction in fruiting body diameter. Fruiting body diameter correlates with the number of cells in each multicellular organism [15, 16]. This graph represents the mean ± the standard error of the mean of three replicates performed with quantification of 5-10 fruiting bodies per replicate. Ns: not significant, *:p<0.05 as assessed by one-way ANOVA analysis with Dunnett’s multiple comparisons test.

**Fig. S8. Chemical inhibitors of chromatin modifications effect on chemotaxis and cell viability**

**A,B**, Treatment with 10 μM BIX 01294 has no effect on *D. discoideum* chemotaxis ability while treatment with 5 μM sinefungin and 1 μM TSA inhibit chemotaxis. Representative images of control cells with or without 250 μM folate (red F on representative pictures) are displayed. The bar graph to the right represents the mean ± the standard error of the mean of three or four biological replicates performed in triplicate. The number of cells which migrated out of the spot where the *D. discoideum* were initially placed was counted in the 30˚ segment towards the 250 μM folate. Ns: not significant, ****:p<0.0001, **:p<0.001 as assessed by one-way ANOVA analysis. Scale bars are 100 microns. **C**, Treatment with 10 μM BIX 01294, 5 μM sinefungin, and 1 μM TSA have no effect on cell death as assessed by trypan blue staining. **D**, Treatment with 10 μM BIX 01294, 5 μM sinefungin, and 1 μM TSA have no effect on cell death as assessed by PI staining. 95°C heat shock for 50 seconds is sufficient to induce cell death. Each column represents the mean ± the standard deviation of three biological replicates. Ns: not significant, ****:p<0.0001 as assessed by one-way ANOVA analysis. **E**, Treatment with 10 μM BIX 01294 and 5 μM sinefungin have no effect on cell death as assessed by annexin V staining while treatment with 1 μM TSA increases annexin V staining. Representative images are displayed on the left while the graph on the right represents the mean ± the standard error of the mean of three biological replicates. Ns: not significant, *:p<0.05 as assessed by t-test.

**
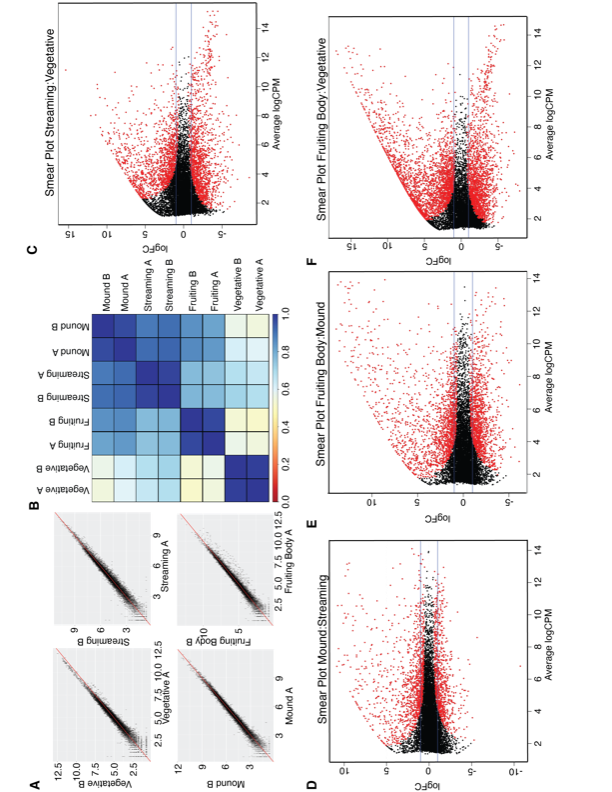
**

Fig. S9

**Fig. S9 RNAseq analysis display a high degree of reproducibility between replicates and can distinguish stages from each other**

**A**, A linear correlation between biological replicates is shown for each stage. r^2^ > 0.95 for each replicate. **B**, A heat map correlation of different RNAseq samples demonstrates the high degree of reproducibility and the differences between the different stages as well as unicellular compared to multicellular stages. **C-F,** A Bland-Altman plot of RNAseq datasets reveals genes which are upregulated and downregulated between individual stages of *D. discoideum*. Red dots represent significant differentially expressed genes, black dots represent not significant expressed genes. **G-J**, Comparison of bulk RNAseq expression to previously published RNAseq data [36] reveals a high degree of correlation.

**Fig. S10 Heat maps of A, transcription factors and B, chromatin modifying enzymes reveal stage specific expression patterns of several global regulators by RNAseq analysis. C, MADS box binding motif is significantly enriched in multicellular enriched expressed genes relative to its occurrence in the genome and unicellular enriched expressed genes. P values were calculated by hypergeometric probability.**

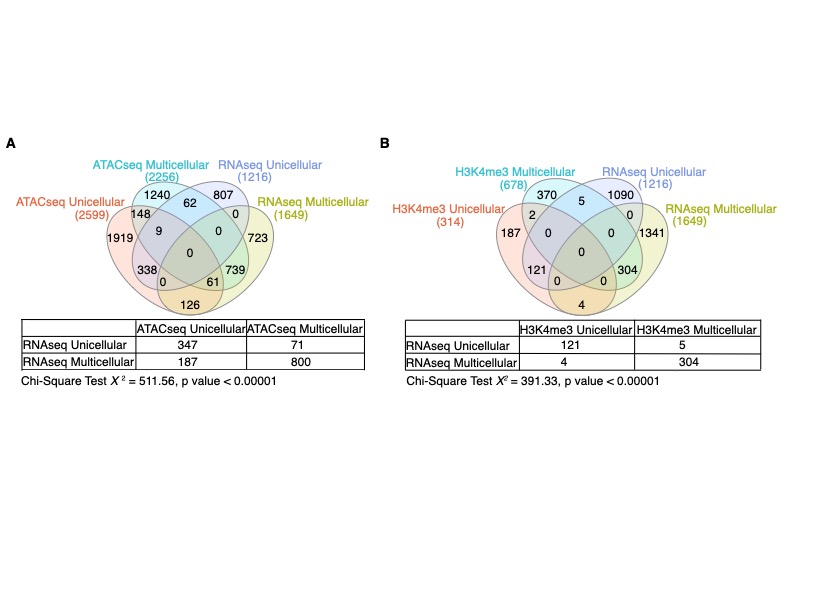

**Fig. S11 Comparison of ATACseq and H3K4me3 ChIPseq to unicellular and multicellular enriched genes**

**A**, Venn diagram shows the overlap of significant unicellular genes identified by RNAseq are enriched for greater accessibility in unicellular ATACseq and multicellular genes identified by RNAseq are enriched for greater accessibility in multicellular ATACseq as assessed by chi-squared test, p<0.05. **B**, Venn diagram shows the overlap of significant unicellular genes identified by RNAseq are enriched for H3K4me3 in unicellular ChIPseq while multicellular genes identified by RNAseq are enriched for H3K4me3 in multicellular ChIPseq as assessed by chi-squared test, p<0.05.

**
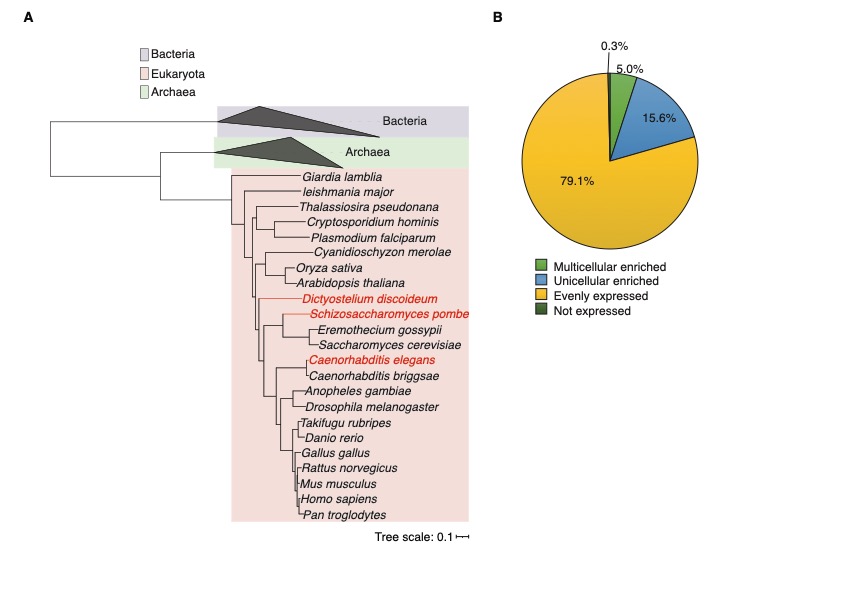
**

**Fig. S12 Orthologue analysis of genes in *D. discoideum, S. pombe,* and *C. elegans* reveals unicellular or multicellular enrichment**

**A**, Phylogenetic tree of *D. discoideum, S. pombe,* and *C. elegans* and other unicellular and multicellular eukaryotes. Scale bar of 0.1 represents the length of the branch required for a 10% genetic change. **B**, A pie-chart breaks down whether the 2473 conserved genes are expressed in both unicellular and multicellular stages (yellow; 79.1%), enriched expression in the unicellular stage (blue; 15.6%), enriched expression in the multicellular stages (light green; 5%) or not expressed (dark green; 0.3%).

**Fig. S13 Sequencing of deletion strains**

Each mutant strain was validated by sanger sequencing.

**
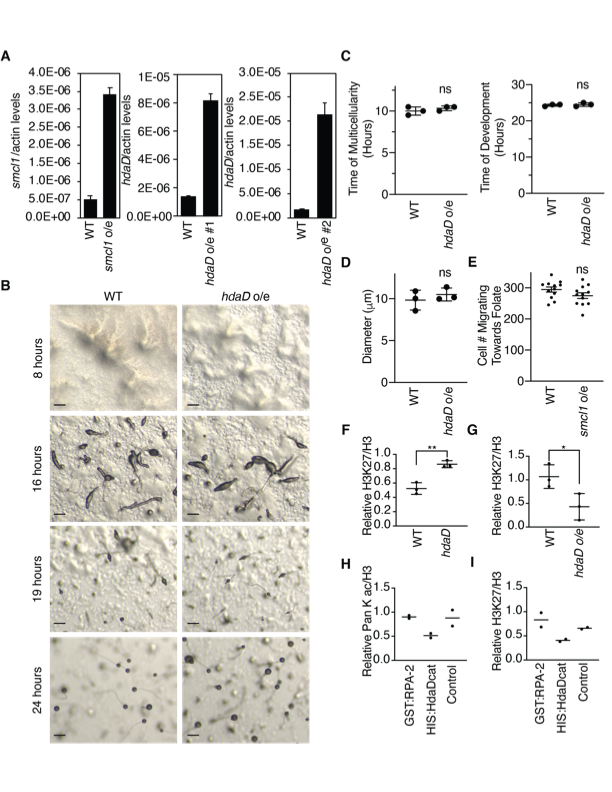
**

**Fig. S14 *hdaD* overexpression has no effect on multicellularity**

**A**, Real time RT PCR confirms overexpression of *smcl1* and *hdaD*. Each bar represents the mean ± the standard deviation of 3 replicates. **B**, Representative images of *hdaD* overexpression reveals similar multicellularity timing to WT *D. discoideum*. Scale bars are 20 microns. **C**, Overexpression of *hdaD* causes no effect on multicellularity (upper graph) and progression to fruiting body stage (lower graph). This graph represents the mean ± the standard error of the mean of three independent biological replicates performed in triplicate. Ns: not significant, as assessed by unpaired t test. **D**, Overexpression of *hdaD* has no effect on the diameter of *D. discoideum* fruiting bodies. This graph represents mean ± the standard error of the mean of three independent biological replicates performed once. Ns: not significant, as assessed by unpaired t test. **E**, Overexpression of *smcl1* had no effect on chemotaxis of *D. discoideum.* Each column represents the mean ± the standard error of the mean of three biological replicates performed in triplicate. The number of cells which migrated towards the 30˚ segment containing 250 μM folate was counted. Ns: not significant, as assessed by unpaired t test. **F-G**, Quantification of western blots shown in Fig. 5F + 5G. Plots represent the mean ± the standard deviation of three biological replicates. *: p<0.05, **: p<0.01 as assessed by t-test. **H**, Quantification of western blots shown in Fig. 5H.

**Fig. S15 Electron microscopy of WT, *hdaD* knockout and overexpression strains and TSA treated cells reveal no difference in nucleolus diameter**

**A**, Representative electron microscopy images of *hdaD* overexpression and TSA treated cells. The scale bars represent 500 nm. Heterochromatin regions are highlighted in red triangles. % heterochromatin was calculated by examining the condensed chromatin which appears darker in the nucleus (outlined in yellow) while excluding the nucleolus (outlined in blue) from calculations. **B**, Quantification of nucleolus diameter in nm. 30 images were measured in each condition. Ns: not significant as assessed by multiple comparison one-way ANOVA analysis.

How the deposited data were processed for this re-analysis (not part of the article)

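Accessible chromatin was measured by ATACseq in 13 libraries of fresh Dictyostelium discoideum cells, 3 vegetative, 3 streaming, 4 mound and 3 fruiting body samples. Stage and replicate number of each sample were taken from the sample labels and compared with the legend of Fig. 1d and with Table S8. The paper names AX2 as the main strain, and the labels name AX4. Frozen samples, ChIPseq, RNAseq and single-cell data were not used here.

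The files are peak lists that the authors made per sample. By the paper's methods they trimmed the reads, aligned them with bowtie2 without the mitochondrial genome, removed duplicates with picard and called peaks with MACS2. The settings of MACS2 and any control are not given in the paper's methods for ATACseq, and the code the authors published was not used here. Each deposited list gives the start, end and summit of a peak, the authors' score, which equals 10 times −log10 q as a whole number, the authors' fold enrichment at the summit over the local background of the same sample, which is a ratio, and the deposited −log10 p and −log10 q. The lowest −log10 q per list lay between 1.30 and 1.47, and the lowest fold enrichment between 1.09 and 1.21. Scores, ratios and −log10 values of the authors were used only to describe, rank or filter peaks within a list. Signals below the authors' threshold are unknown, so a missing peak is not a measured absence of accessibility.

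The lists hold no read counts, so the precision of a single peak is unknown, and errors are the SD between samples of a stage. Depth was taken from the paper's Table S8, with between 7264167 and 26510951 usable reads per sample. Mound and fruiting samples were deeper than all vegetative and streaming samples, so that depth and stage are confounded except between vegetative and streaming samples. In Table S8 the usable reads of fruiting 3, 24331195, exceed its mapped reads, 23117400. No batch of these ATACseq libraries is named in the labels or the paper, and replicate numbers were not found to pair samples across stages.

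Genes came from the dicty_2.7 annotation, with 13955 genes, of which 13765 lie on chromosomes 1 to 6. Peak sequences were matched to these 6 chromosomes through the gene coordinates in Table S1, and peaks on other sequences entered only where this is said. The annotation gives no strand and no exons. Strands for 3668 genes came from Table S1 and from the signed distances in Table S3. For this reason the following differ from the plan. Values around the TSS use the 3668 genes only. Exons and introns are taken together as genes. Promoter and gene shares use peaks whose neighbouring genes within 1500 bp all have a strand. For the gene lists of Tables S5 and S7, a peak within 1500 bp beyond either gene end was counted in place of a peak upstream. Metagene values are given in percent of the covered bases in the window. The motif was not analysed here, because no genome sequence was used. The gene mef2A was not found by its symbol in the annotation and is not reported here.

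Overlap of samples was the Jaccard index of covered bases. Regions were made by merging overlapping peaks of all samples, and a region was present in a sample with at least 1 bp of a peak. PCA was run on the centred presence or absence of a peak in each region, and clustering by average linkage on 1 minus the Jaccard index. Metagene values cover 1500 bp to either side of the TSS, with windows from 1 to 250 and from 500 to 1500 bp after it and from 100 to 1 and from 1000 to 500 bp before it. These windows are not cut at the gene end. Peak frequency in gene bodies stands for the window from 500 to 1500 bp, which runs past the end of shorter genes. Promoters were the 1500 bp before the TSS, and a peak was far from the TSS when its summit lay more than 1000 bp from it.

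Vegetative samples were compared with the 10 multicellular samples by the difference of means, with two-sided exact permutation over all splits of the samples into 3 and 10, and trends by the slope on stage order, with two-sided exact permutation over 1201200 assignments. Values per sample were tested against 0 by exact permutation of 8192 sets of signs. Overlap within stages was tested one-sided over the 1201200 assignments. The smallest p these tests allow are 0.0035, 8.33e-07, 0.000244 and 4.99e-06. Vegetative against streaming samples cannot give a p under 0.1. The Benjamini-Hochberg method adjusted the p of the 21 planned tests together, of which 10 were under 0.05 before and 9 after adjustment. The test for srfA, with 0 peaks in every sample, was void and stays in that number. That of the separation of vegetative samples by overlap cannot judge separation and stays in it too. The method also adjusted a further 7 measures in a family of their own. These tests treat the samples as exchangeable.

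Genes and regions named in the text follow a rule set before the data were examined. They are every gene the paper names as a candidate or a MADS-box factor, up to 5 genes per direction of the 52 and 67 genes with a peak in all samples of one group and none of the other, in order of identifier, the ribosomal protein genes of the list of 67 as a set, and the 3 separating regions per direction with the highest mean percentile of fold enrichment within the lists.

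Alternatives set before the data were examined were peaks with −log10 q of at least 5, the 3000 peaks of highest −log10 p per sample, each sample left out in turn, replicate numbers as blocks, vegetative against streaming samples only, all sequences of the lists, merged regions for the Jaccard index, 50% coverage for a region, peak summits for promoters, promoters to both sides of the TSS, a limit of 3000 bp for far peaks and genes with no other gene within 1500 bp upstream. Alternatives chosen after the data were seen were strands from a single table, both ends of every protein-coding gene, peak summits in place of covered bases around the TSS, summits inside or outside genes at all peaks, the upstream flank of listed genes with a strand, and 3000 peaks per sample or peaks with −log10 q of at least 5 for the stage comparisons of the trough before the TSS and of the shares of listed genes with a peak. Both of these peak settings were also chosen then for summits inside genes.

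The code was tested on simulated lists. Of 6000 simulated regions with 200 planted as vegetative only and 200 as multicellular only, 201 and 200 were found. A planted slope of −10 percentage points per stage over 1383 genes came back as −10.1. All planted flanking peaks were found, 100% of 3441 genes, and 100% of 1442 peaks placed upstream of genes were called promoter. Of sets of random values, 3.33% had a p under 0.05.

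Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.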

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

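The test of sequencing depth in this part was chosen only after the result was seen, and the tests of the gene lists and of gene length were set before.

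In the fruiting samples fewer highly than lowly expressed genes had a peak beside them, with a difference of −10.2 percentage points on average and a value below 0 in each of the 3 samples, while every vegetative, streaming and mound sample was above 0. The difference between fruiting and all other samples was −29.0 percentage points (exact permutation test, p = 0.0035, the smallest possible). This comparison was not planned, and its p follows from the order of the values. The tables argue against the fruiting gene lists as the reason, since the same lists gave a difference above 0 in 9 of the 10 samples of other stages, the exception being mound 4 at −4.59. The lists of all 4 stages gave values below 0 in the fruiting samples. Values below 0 were not confined to these samples, since the vegetative lists gave −4.97 on average in mound samples, from −5.68 to −4.18. They also argue against gene length, since the difference was −13.5 after highly and lowly expressed genes were paired on length. Depth stays open. With 3000 peaks per sample the fruiting mean was −14.9, but taking fewer peaks from a deep library does not make it a shallow one, and every fruiting sample was deeper than every other sample. Among mound samples the difference was lowest in mound 4, the deepest, at 2.51. Depth in usable reads and the fruiting stage cannot be told apart, because no fruiting sample has as few usable reads as another stage. The order differs in mapped reads, where fruiting 3, at 23117400, was below every vegetative and streaming sample. The usable reads given for fruiting 3 exceed its mapped reads, so its depth is uncertain. The settings of the authors' peak calling are not given in the paper's methods and their code was not used here, and the median fold enrichment was lowest in fruiting lists, at 1.75, so the peak calling stays open as well and was not tested. A change of chromatin at the fruiting body stage also stays open and was not tested.

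Every list also held peaks on 4 sequences outside chromosomes 1 to 6, which the paper does not report on. Their number was lowest in a streaming sample, at 46, and ran from 64 to 71 in vegetative, 46 to 56 in streaming, 65 to 94 in mound and 81 to 83 in fruiting samples. There are no control samples, so the only level to compare with is the background that the authors' peak calling took from the same library. Of the 10 peaks with the highest −log10 p in each list, 7 lay on these sequences in each vegetative sample, 7 or 8 in streaming, 4 to 8 in mound and 3 or 4 in fruiting samples. What these sequences hold was not analysed here. A sequence present in many copies gives more reads at the same accessibility, and no library of untreated DNA was used here to test that. Depth differs between stages here too. No technical or biological explanation was tested for these peaks. With them included, the regions separating vegetative from multicellular samples numbered 481 in place of 477.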

How the results depend on the processing

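The alternatives chosen only after results were seen were strands from a single table, both ends of every protein-coding gene, peak summits in place of covered bases around the TSS, summits inside or outside genes at all peaks, the upstream flank of listed genes with a strand, and 3000 peaks per sample for the shares of the single gene lists and for the trough by stage. Peaks with −log10 q of at least 5 were also chosen after results were seen for these shares and the trough. So were both settings for summits inside genes. All others were set before the data were examined. Over the planned results and their alternatives, 361 values kept their direction and their side of the threshold, moved by less than their spread or, for srfA, stayed at 0. Another 18 reversed, 12 lost and 5 gained a p under 0.05, and 8 moved. Unless a cause is named, the cause was not tested.

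Under every alternative run for them, apart from vegetative against streaming samples alone, these results kept their direction and a p under 0.05 where the design allows one: the overlap of replicates within stages (0.639 to 0.747), the depletion of peaks before the TSS (log2 −1.67 to −0.35), the slope of peak frequency after the TSS (−3.36 to −0.820 percentage points), the difference between the lists of 52 and 67 genes (−49.0 to −25.5), that between highly and lowly expressed genes (8.49 to 22.0) and the number of separating regions (324 to 549). Of these values, −49.0 and 22.0 come from the upstream flank of genes with a strand, which covers fewer than 80% of the genes of each list and is void as a check. The p for highly and lowly expressed genes treats samples that share a stage's gene lists as independent, and so overstates the evidence. No peak upstream of srfA was found under any alternative that keeps its upstream promoter, and with the promoter to both sides of the TSS the vegetative difference moved from 0 to −0.7 peaks.

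With 3000 peaks per sample, which gives all samples the same number, the number of genes with a peak after the TSS reversed, from −177 to 9.1 for vegetative minus multicellular samples and from 77.9 to −30.7 for the slope. The number of genes with a peak in the gene body reversed from −528 to 91.6, and its slope weakened from 412 to 31.6. The excess of peaks in mound and fruiting lists over 3000, which the alternative removes, therefore bears these directions. The vegetative difference in the share of the 67 genes with a peak also reversed, from −5.12 to 17.5. Peak frequency in gene bodies reversed to 0.407 and the separation of vegetative samples to 0.0162, neither past the threshold before or after, and the slope in gene bodies, 4.65, lost its p under 0.05 (exact permutation test, p = 0.109).

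Vegetative against streaming samples alone, at 3 against 3, cannot pass the threshold. Peak frequency after the TSS reversed to −1.15 and that in gene bodies to 8.39, and genes with a body peak reversed to 225. Moved values were −57.7 genes with a peak after the TSS, −13.2 for the promoter share, 14.1 for the share in genes, 15.1 for far peaks, −32.6 for the lists of 52 and 67 genes, −0.338 for the separation and 1698 separating regions. For the last of these, the smaller number of samples makes the criterion easier to meet.

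A promoter to both sides of the TSS gave a vegetative difference past the threshold, −7.20 for the promoter share (exact permutation test, p = 0.014) and 7.05 for the share in genes (exact permutation test, p = 0.028), and reversed the slope of the promoter share to 0.320. Over the alternatives to these differences p ran from 0.014 to 0.918. Peak summits in place of covered bases raised the vegetative difference after the TSS to 5.59 (exact permutation test, p = 0.028). Peak frequency in gene bodies reversed to 4.83 at genes with no other gene within 1500 bp upstream and to 0.719 with strands from Table S3 only, and its slope weakened to 3.54 and 4.05 under the same alternatives.

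Across the 13 analyses that each left out one sample, the vegetative difference in gene bodies ran from −1.84 to 0.786 and reversed without each fruiting sample and without mound 4, at 0.232. Its slope ran from 3.53 to 5.42 and lost its p under 0.05 in 7 of the 13, without each fruiting and each streaming sample and without mound 4. The separation of vegetative samples ran from −0.0603 to 0.00200, and reversed without mound 4. The slope of the promoter share ran from −4.55 to −2.70 and that of the share in genes from 3.19 to 5.15, and both passed the threshold without vegetative 3 only (exact permutation tests, p = 0.0483 and p = 0.0397).

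The replicate numbers were also used as blocks, without mound 4, with stages permuted within numbers. The numbers do not pair samples in the data. The correlation of the samples' region profiles after removal of stage means was between −0.0706 and 0.0359 for the 18 pairs with the same number. The block gave 0.232 for peak frequency in gene bodies and 0.00200 for the separation of vegetative samples, both reversed, and a slope in gene bodies of 4.15 that lost its p under 0.05 (exact permutation test, p = 0.0919). The first of these values equal those without mound 4, which the block leaves out.

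All sequences of the lists were used only for results that need no genes. The motif and its alternatives, a wider window and a looser motif, were not run. Depth limits the comparison of every stage with mound and fruiting samples, because a peak missing from a vegetative or streaming list was not detectable at that depth and is not shown to be absent.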

Differences from the paper's values

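The settings with peak summits, with strand from Table S1 alone and with both ends of every gene, and the share of the 67 genes with 3000 peaks per sample, were chosen only after the values were seen, and all other alternatives named were set before the data were examined.

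The paper draws peak frequency around the TSS in Fig. 1c as a share of the peaks within 1500 bp at each position, and the values here are the share of covered bases at each position, on the same scale of 1 over the window. For the highest frequency from 1 to 250 bp after the TSS, the paper's value for vegetative samples is about 1.1e-03 (Fig. 1c, read by eye) and the value here 0.000347. The paper's value for streaming samples is about 9.3e-04 (Fig. 1c, read by eye) and the value here 0.000396. For mound samples the paper's value is about 5.9e-04 (Fig. 1c, read by eye) and the value here 0.000270. The paper's value for fruiting samples is about 4.4e-04 (Fig. 1c, read by eye) and the value here 0.000253. None of the alternatives set before the data were examined closed these gaps. With peak summits in place of covered bases, averaged in steps of 50 bp, a setting chosen after seeing the values, the highest frequency was 0.00122 in vegetative, 0.000923 in streaming, 0.000589 in mound and 0.000342 in fruiting samples, all within 1.5 times the paper's values.

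For the mean frequency from 500 to 1500 bp after the TSS, the paper's value for vegetative samples is about 2.0e-04 (Fig. 1c, read by eye) and the value here 0.000417, and no alternative closed the gap, whether set before the data were examined or chosen after seeing the values. For streaming samples the paper's value is about 2.2e-04 (Fig. 1c, read by eye) and the value here 0.000333. With peaks of −log10 q of at least 5 it was 0.000320, with 3000 peaks per sample 0.000320 and without streaming 2 0.000326, which are no longer more than 1.5 times the paper's value, and under the other alternatives set before the data were examined the gap remained. It was also within 1.5 times the paper's value, at 0.000264, with peak summits and, at 0.000319, with strand from Table S1 alone, both chosen after seeing the values. The paper's value for fruiting samples is about 3.6e-04 (Fig. 1c, read by eye) and the value here 0.000544. Without fruiting 2 it was 0.000539, within 1.5 times the paper's value, and the other alternatives set before the data were examined left the gap. With peak summits it was 0.000495, with strand from Table S1 alone 0.000526 and with both ends of every protein-coding gene 0.000479, all 3 chosen after seeing the values and all within 1.5 times the paper's value.

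The paper gives vegetative samples greater accessibility shortly after the TSS than each multicellular stage. Here streaming samples, at 9.44% of covered bases, were above vegetative samples, at 8.28%. With peak summits in place of covered bases, a setting chosen after seeing the values, vegetative samples were at 14.8% and streaming samples at 14.1%. The paper states that the number of genes accessible immediately after the TSS falls from unicellular to multicellular forms. Here it rose, by 77.9 genes per stage, and with 3000 peaks per sample the slope was −30.7. The paper states that more gene bodies become accessible in multicellular forms. The number of such genes rose here by 412 per stage, but was 1002 in vegetative and 777 in streaming samples. With 3000 peaks per sample its slope was 31.6 (exact permutation test, p = 0.417). The vegetative difference then reversed from −528 to 91.6.

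The paper states that PCA and clustering separate the vegetative stage from the multicellular stages. Here the first split by clustering was between vegetative with streaming samples and mound with fruiting samples. The separation measured by overlap was −0.0272 (exact permutation test, p = 0.885). That test cannot judge separation, because groupings that divide a stage add pairs of replicates to the overlap between groups only. The first split with 3000 peaks per sample was between mound 4 with the fruiting samples and all others. Vegetative samples formed a group of their own when 3 groups were made, with all peaks and with 3000 per sample. They also stood apart from all multicellular samples on the second component, at 17.8 or above against at most 17.1, on the third, at 18.3 or above against at most 14.5, and on the second with 3000 peaks per sample, at a mean score of 26.2, but not on the first component with all peaks, at 26.6 beside streaming samples at 31.5. In the paper's Fig. 1d mound 4 lies near mound 1, and here it shared 0.620 of covered bases with mound 1 and 0.721 on average with fruiting samples.

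The paper states that promoter accessibility rises and exon accessibility falls progressively from the vegetative to the fruiting body stage. Here the promoter share was lowest and the share in genes highest in fruiting samples, at 27.7% and 71.6%, with slopes of −3.39 and 3.90 percentage points per stage. With the promoter to both sides of the TSS the slope of the promoter share was 0.320 (exact permutation test, p = 0.805), and the vegetative share was below the multicellular mean by a difference of −7.20. The paper states that the unicellular stage has more accessible chromatin far from the TSS than the multicellular stages. Here fruiting samples, at 71.2%, were not below vegetative samples, at 69.7%.

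The paper states that highly expressed genes are more accessible than lowly expressed ones at every stage. The measure here is another one, the share of genes with a peak beside them. It was higher for highly expressed genes in vegetative, streaming and mound samples. In fruiting samples the difference was −10.2 percentage points. The paper compared values of peaks that Table S5 pairs with the genes of both lists. Its medians at the fruiting stage, 197 for highly and 162 for lowly expressed genes, keep the paper's direction. The paper shows greater accessibility at the srfA promoter in multicellular stages. Here 0 of 13 samples had a peak in the 1500 bp upstream, and with 1500 bp to both sides of the gene start counted the vegetative difference was −0.7 peaks (exact permutation test, p = 0.0699). The nearest upstream peak lay just outside that window in all 10 multicellular samples, between 1527 and 1813 bp away, and at least 13191 bp away in the vegetative samples, which is in the paper's direction. The paper describes the 67 unicellular genes as inaccessible in the multicellular state. Here a peak within 1500 bp beyond either gene end was counted. Over all genes 54.5% had one in the mean multicellular sample and 34.7% in the mean vegetative sample. Of the 67 genes 59.9% had one in the mean multicellular sample, and 54.7% in the mean vegetative sample. With the number of peaks set to 3000 per sample, chosen for this share after seeing the values, the share was higher in vegetative than in multicellular samples by 17.5 percentage points, in the paper's direction (exact permutation test, p = 0.0035, the smallest possible), with 34.7% in mound and 27.4% in fruiting samples. Against streaming samples alone, at 47.8% and of similar depth, the vegetative share was higher by 6.97 percentage points without overlap, in the paper's direction (exact permutation test, p = 0.1, the smallest possible).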

Other observations

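The tests in this part chosen only after the result was seen are those of depth for the number of peaks, for vegetative against streaming samples in both windows around the TSS and for mound 4, those of a wrong label and of a library batch for mound 4, those of gene models at the trough, of sampling between replicates, of reads sequenced for usable reads and of reads sequenced for tRNA genes in fruiting samples. The others were set before.

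Of 100 splits of the 13 samples into 3 and 10, drawn with the real one among them, 2 gave at least as many separating regions as vegetative against multicellular samples. The second is streaming samples against all others, with 576 regions. With all peaks the vegetative stage is therefore not the one with the highest count. It is with 3000 peaks per sample, with 336 regions against 302 for fruiting, 268 for streaming and 101 for mound samples.

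Vegetative and multicellular samples overlapped less than replicates did. Depth does not account for the low overlap of vegetative with streaming samples, whose depths are close. The lowest overlap of replicates within either stage was 0.279 above the highest overlap between them, and 0.327 above it with 3000 peaks per sample. For mound and fruiting samples depth stays confounded with stage. Handling and library preparation by stage were not tested, and a biological difference between vegetative and streaming cells stays open.

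Peak frequency after the TSS differed between vegetative and streaming samples by −1.15 percentage points of covered bases and by 0.71 with summits, so no direction is established between these stages, and the test of depth there decides nothing. Over all stages its slope was −1.49 with 3000 peaks per sample (exact permutation test, p = 0.000286), against −1.52 with all peaks. Depth and stage cannot be told apart for this slope, because equal numbers of peaks do not give equal depth. In gene bodies vegetative samples were 8.39 percentage points above streaming samples, without overlap. As the depths of these stages are similar, this argues against depth as the reason for that difference. The slope in gene bodies was 4.65 with 3000 peaks per sample (exact permutation test, p = 0.109), and depth and stage cannot be told apart for it either, for the same reason.

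Mound and fruiting lists held 8137 and 8879 peaks on chromosomes 1 to 6 on average, and vegetative and streaming lists 4012 and 3891. Vegetative and streaming lists differed by 121 peaks, within their spread, and their depths are close, so this value decides nothing. Depth and stage cannot be told apart for the number of peaks, because all mound and fruiting samples are deeper than all others.

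In Table S8 of the paper usable reads were between 30.4 and 34.4% of mapped reads in vegetative and streaming samples, between 37.9 and 70.1% in mound samples and between 91.3 and 105% in fruiting samples. The fruiting mean was 63.6 percentage points above the vegetative mean. Sequencing more reads gives more duplicates, so it would lower the share that stays. Every fruiting sample had more reads in all than every vegetative sample, from 28490753 to 35150926 against 25836398 to 27726737, and a larger share, which argues against the number of reads as the reason. The share above 100% belongs to fruiting 3, and the other fruiting samples, at 91.3 and 94.4%, were also above every vegetative sample. The paper's ATACseq methods give a single procedure for removing duplicates, with picard, and name no exception by stage. Whether its outcome was comparable between stages was not tested.

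Mound 4 overlapped the fruiting samples at 0.721 and mound 1 to 3 at 0.531 on average. It was not past Dixon's critical value for 4 samples in any of the 16 measures tested. Depth stays open. Mound 1 is closer in usable reads to mound 4 than any fruiting sample is, by 3218121 against at least 4154298 reads. The lowest overlap of mound 4 with a fruiting sample was 0.0766 above that with mound 1. With 3000 peaks per sample these overlaps were 0.577 with fruiting 3 and 0.549 with mound 1. This comparison rests on mound 1 alone. The overlap of mound 4 with mound 1, 2 and 3, at 0.620, 0.499 and 0.475, fell with their usable reads. A wrong label stays open. The overlap of mound 4 with fruiting samples was −0.0408 from the mean overlap among fruiting samples, and 3 fruiting pairs with a range of 0.0308 are too few to say if it lies within them. A library batch stays open as well. By the paper's sequencing statistics 79.1% of the reads of mound 4 were mapped, against 86.9 to 94.9% in the other mound samples and 79.9 to 82.3% in fruiting samples, and neither the labels nor the paper name batches of ATACseq libraries. Depth, a wrong label, a shared batch and a mound close to the fruiting body stage cannot be told apart. The reason is that only 1 sample shows the pattern.

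The annotation holds a mirrored duplication on chromosome 2, from 2268088 to 3014933 and from 3016853 to 3763698, with 302 pairs of mirrored genes against 2 at the next best place. Each copy held at least 67 peaks in every sample, which argues against removal of reads with more than 1 place in the genome. The number of peaks per megabase in the copies was lower than in the rest of chromosome 2 in 8 of 13 samples, with a mean log2 ratio of −0.01 (exact sign permutation, p = 0.871). A strain with and a strain without the duplication cannot be told apart from this, since reads placed at random between equal copies keep peaks in both. The ratio rose with stage order by 0.10 per stage (exact permutation test, p = 0.00024). Depth also rises from streaming samples onwards, so depth and stage cannot be told apart for this slope. Between vegetative and streaming samples, whose depths are similar, the mean ratio went from −0.16 to −0.02. No biological explanation was tested for the slope.

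The copies give a measure of how far overlap between replicates is limited by the sampling of reads. Within a library the peaks of the copies overlapped, after mirroring, at 0.712 in vegetative, 0.722 in streaming, 0.770 in mound and 0.807 in fruiting samples. Replicates overlapped in the same segment at 0.680, 0.721, 0.561 and 0.776. In 3 of the 4 stages the copies overlapped more than replicates by more than the larger SD. Sampling of reads and differences between replicates cannot be told apart, because reads divided between copies may be sampled differently from reads of separate libraries, and streaming samples were within their spread.

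The lowest point of peak frequency lay well before the annotated gene start in vegetative and fruiting samples. A candidate explanation is that most gene models begin at the start codon, so that the true TSS lies upstream. The length of 53.7% of the 13119 protein-coding genes is a multiple of 3, against 29.4% of the 402 tRNA genes and 33.3% by chance, which is consistent with gene models made of coding sequence without untranslated ends. Genes with introns can have any length, and the place of the TSS itself was not measured.

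A summit lay within 500 bp of 81.6 ± 2.87% of the 402 tRNA genes in vegetative (SD, n = 3), 83.6 ± 1.63% in streaming (SD, n = 3), 83.0 ± 8.00% in mound (SD, n = 4) and 60.6 ± 0.626% in fruiting samples (SD, n = 3). In copies of the gene positions shifted along the chromosomes the shares were 12.0%, 11.7%, 23.9% and 26.0%. The excess was above 0 in 13 of 13 samples (exact sign permutation, p = 0.000244, the smallest possible), which is consistent with open chromatin at tRNA genes. The excess was above that of short protein-coding genes in 13 of 13 samples, which argues against clusters of summits anywhere outside genes as the reason. Copies of similar sequence among tRNA genes were not tested as a technical explanation. Fruiting samples had fewer tRNA genes near a summit than all others, by −22.1 percentage points (exact permutation test, p = 0.0035, the smallest possible). This grouping was not among the planned tests, and its p only restates that the 3 fruiting values were the lowest. The fruiting mean minus the vegetative mean was −21.0. The tables argue against fewer reads as the reason, since fruiting samples have the most usable reads. The lower fold enrichment in fruiting lists and a change at that stage were not tested.

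DDB_G0277333, which the paper names as a unicellular gene, had a peak within 1500 bp beyond either gene end in 2 of 3 vegetative samples and in 0 of 10 multicellular samples. The peak with the highest −log10 p among chromosomes 1 to 6 lay on chromosome 1 in every sample, starting at 4922527 in vegetative 2.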
